# *Snhg18* promotes hypoxic pulmonary hypertension by enhancing glycolysis

**DOI:** 10.1186/s12931-026-03707-1

**Published:** 2026-05-18

**Authors:** Tianyu Qu, Kai Ma, Qiang Du, Chun Zhang, Ziling Shen, Enze Wang, Zhixuan Chen, Pingsheng Chen, Yingying Liu, Ruifeng Zhang

**Keywords:** Long non-coding RNA, *Snhg18*, Metabolism, Pulmonary hypertension

## Abstract

**Background:**

Pulmonary hypertension (PH) is a life-threatening vascular disorder characterized by progressive pulmonary vascular remodeling. Emerging evidence has indicated that long non-coding RNAs (lncRNAs) play vital roles in the pathogenesis of PH. In this study, we aim to clarify the role of lncRNA small nucleolar RNA host gene 18 (*Snhg18)* in pulmonary vascular remodeling and investigate its underlying mechanisms.

**Methods:**

Differential gene expression was detected by qRT-PCR and Western blot assays. CCK-8, EdU, transwell assays, and the in vivo pulmonary hypertension model were used to investigate the effect of *Snhg18* on pulmonary hypertension. Dual-luciferase reporter assay, chromatin immunoprecipitation (ChIP) assay, RNA pull-down, and transcriptome sequencing were employed to explore the mechanism by which *Snhg18* functions in pulmonary hypertension.

**Results:**

LncRNA *Snhg18* is upregulated in pulmonary artery smooth muscle cells (PASMCs) and lung tissues under hypoxic conditions. Inhibition of *Snhg18* attenuates cell proliferation in vitro and in vivo. Mechanistically, copy number amplification promotes the expression of *Snhg18* at the genomic level, and the transcription factor Sp1 activates *Snhg18* transcription by binding to its promoter. Furthermore, *Snhg18* interacts with the m6A “reader” protein heterogeneous nuclear ribonucleoprotein A2/B1 (Hnrnpa2b1), thus increasing the stability of enolase 3 (Eno3) mRNA in an m6A-dependent manner. The elevation of Eno3 augments glycolysis in PASMCs, thus promoting cell proliferation and vascular remodeling.

**Conclusions:**

Our study demonstrates the important role of *Snhg18*/Hnrnpa2b1/Eno3 axis in pulmonary vascular remodeling, and provides a potential novel therapeutic target for PH.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12931-026-03707-1.

## Background

Pulmonary hypertension (PH) is a progressive pulmonary vascular disease characterized by elevated mean pulmonary artery pressure and sustained pulmonary vascular remodeling, ultimately resulting in right ventricular failure and even death [1, 2]. In addition to pulmonary artery endothelial dysfunction and a series of pathological alterations, the hyperproliferation of PASMCs is considered a major contributor to pulmonary vascular remodeling [3, 4]. Hypoxia is an important trigger of excessive PASMC proliferation during the remodeling process [5], and targeted inhibition of hypoxia-induced PASMC proliferation represents a potential effective therapeutic strategy for PH.

LncRNAs (Long noncoding RNAs) play crucial roles in gene expression regulation at epigenetic, transcriptional, and post-transcriptional levels [6]. It has been reported that lncRNAs contribute to the pathogenesis of PH. For example, Liu et al. demonstrated that lncRNA *VELRP* could promote H3K4me3 modification of CDKs by binding to WDR5, thereby facilitating PASMC proliferation [7]. Knockdown of lncRNA *Tug1* diminishes pulmonary remodeling by inhibiting Foxc1-mediated PASMC proliferation and migration [8]. Hence, further exploration of the regulatory mechanisms of lncRNAs in PH could enhance our knowledge of the pathogenesis of PH. The small nucleolar RNA host gene (Snhg) family represents an important group of lncRNAs, and many members of this family have been reported to promote cell proliferation and the development of various tumors [9–11]. Additionally, the family members can also play important roles in vascular remodeling and PH development. For example, *SNHG11* promotes cell proliferation by increasing PRPF8 protein stability, thus promoting PH progression [12]. As a member of this family, *Snhg18* has been reported to regulate the miR-211-5p/BRD4 axis to facilitate tumorigenesis of lung cancer [13]. Given that pulmonary hypertension exhibits certain tumor-like behaviors [14], this suggests a potential role for *Snhg18* in PH pathogenesis. Therefore, we sought to study *Snhg18* in PH.

N6-methyladenosine (m6A) is the most prevalent internal RNA modification in eukaryotes, regulated by writer, reader, and eraser proteins [15]. An increasing number of studies suggest that m6A modification is closely associated with various biological processes, including the pathogenesis of PH [16, 17]. In our previous study, as the core catalytic enzyme subunit of the m6A writer complex, RNA methyltransferase METTL3 accelerates the progression of PH by increasing the m6A modification level of RBPJ in PASMCs [18]. However, whether lncRNAs could regulate gene expression in PASMCs via m6A modification in the pathogenesis of PH remains unclear.

An increasing number of studies have focused on the role of cellular metabolic remodeling in the development of PH. Glucose metabolism is one of the major metabolic pathways that cells rely on. Compared to mitochondrial oxidative phosphorylation, which produces more ATP, rapidly proliferating cells favor glycolysis, as it supplies more precursors for biosynthesis [19]. Enhanced glycolytic capacity in PASMCs has been implicated in promoting pulmonary vascular remodeling [20, 21]. However, the specific regulatory effect of lncRNAs on glycolysis in PASMCs warrants further investigation.

In this study, we identified the role of lncRNA *Snhg18* in pulmonary vascular remodeling of PH. The increased expression of *Snhg18* is activated by copy number amplification and Sp1-mediated transcriptional regulation. Moreover, we demonstrated that *Snhg18* binds to Hnrnpa2b1 and maintains the mRNA stability of Eno3 in an m6A-dependent manner, thereby enhancing glycolysis and promoting PH progression. Collectively, these findings suggest that Snhg18 may serve as a novel target for PH treatment.

## Methods

### Human plasma collection

The plasma samples from healthy controls and patients with pulmonary hypertension secondary to chronic obstructive pulmonary disease (COPD-PH) were obtained at Zhongda Hospital of Southeast University. COPD was diagnosed according to the Global Initiative for Chronic Obstructive Lung Disease (GOLD) guideline [22], and pulmonary hypertension was defined as systolic pulmonary artery pressure (sPAP) > 35mmHg [23, 24]. After centrifugation at 1500 g for 15 min at 4℃, the plasma was separated from the whole blood and subsequently stored at -80℃ until further extraction. The clinical characteristics of the patients are provided in Table S2.

### Establishment of animal models

Male C57BL/6 mice (6–8 weeks old) were purchased from Changzhou Cavens Laboratory Animal Co. Ltd. To construct a hypoxic PH model, mice were housed in a hypoxic chamber (10% O_2_) for 3 weeks, whereas the control mice were housed in normoxic condition. To investigate the effect of *Snhg18* inhibition on hypoxic PH progression, mice were anesthetized with tribromoethanol via intraperitoneal injection (0.35 mg/g), and intratracheally administered 1 × 10^11^ vector genomes of adeno-associated virus 9 (AAV9) vector containing the short-hairpin RNA (shRNA) targeting *Snhg18* (sh*Snhg18*) or negative control (shNC) in a final solution of 100 µl, and 4 weeks later exposed to 10% oxygen for 3 weeks to induce PH. To generate the *Snhg18* overexpression model, mice were anesthetized and intratracheally administered 1 × 10^11^ vector genomes of adeno-associated virus 9 (AAV9) vector containing full-length *Snhg18* or negative control (Vector) in a final solution of 100 µl. Four weeks later, DCA (80 mg/kg/d, 100 µl) or saline was daily given to mice for three weeks by gavage [25]. The AAV vectors were purchased from GeneChem, and the sequence of sh*Snhg18* is provided in Table S3.

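*Snhg18* (ENSMUSG00000096956) is annotated as a long intergenic noncoding RNA on the minus strand of chromosome 15, from 32240565 to 32244662 in GRCm38. Its annotated transcript is 1486 bases long and has 2 exons. Exon 1 (281 bases) runs from 32244382 to 32244662 and exon 2 (1205 bases) from 32240565 to 32241769. The sh*Snhg18* sequence CCTCAGCAGTAAATATCTGCA matched the transcript at positions 1289 to 1309, counted from its 5′ end, which is chromosome 15 from 32240742 to 32240762, inside exon 2. In the direction of the transcript, the site and its surroundings read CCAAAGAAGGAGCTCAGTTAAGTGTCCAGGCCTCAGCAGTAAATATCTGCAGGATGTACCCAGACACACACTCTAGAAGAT. An exact search of the annotated mouse transcripts found this sequence in 1 gene, *Snhg18*. The small nucleolar RNA gene *Snord123* (32241853 to 32241923) lies in the intron, outside the site, and *Sema5a*, on the plus strand, starts 148 bp from exon 1 at 32244810.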

### Right ventricular systolic pressure (RVSP) and right ventricular hypertrophy (RVH) assessments

For RVSP assessment, mice were anesthetized with isoflurane inhalation (2.0%) during the process. We first made a small incision in the mouse abdominal wall and visualized the diaphragm through the incision. Then, we inserted a 25-gauge needle connected to a pressure transducer through the diaphragm into the right ventricle to measure RVSP [26–28]. The data were recorded and analyzed using the PowerLab system and LabChart software (ADInstruments). The mice were euthanized by exsanguination under anesthesia with isoflurane inhalation (2.0%). After cardiac isolation, the right ventricle was carefully separated from the left ventricle (LV) and septum (S), then weighed to calculate the RV hypertrophy index as RV/(LV + S).

### Echocardiography

Echocardiography was performed in a blinded manner by the Animal Core Facility of Nanjing Medical University using VisualSonics Vevo 3100. The analysis of velocity time integral (VTI), pulmonary artery acceleration time (PAT), and pulmonary artery ejection time (PET) was performed with VevoLab software (VisualSonics).

### Histological analysis and immunofluorescence (IF) staining

The fixed lung tissues were embedded in paraffin and sectioned into 5 μm slices. Then the sections were subjected to hematoxylin and eosin (H&E) staining to determine the thickness of the vascular walls. For each sample, around 20 pulmonary arteries were chosen in a randomized and blinded manner for assessment. For immunofluorescence staining, the sections were subjected to antigen retrieval after deparaffinization and rehydration. Following blocking with 1% BSA, the lung sections were stained with the specific primary antibodies at 4℃. The next day, the sections were incubated with Alexa Fluor-conjugated secondary antibodies for 2 h at room temperature. DAPI was used to stain nuclei. The VWF antibody (27186-1-AP, Dilution ratio, 1:200), α-SMA antibody (67735-1-Ig, Dilution ratio, 1:400), PCNA antibody (10205-2-AP, Dilution ratio, 1:200), SP1 antibody (21962-1-AP, Dilution ratio, 1:200), HNRNPA2B1 antibody (14813-1-AP, Dilution ratio, 1:400), and ENO3 antibody (55234-1-AP, Dilution ratio, 1:200) were from Proteintech. The muscularization of vessels was assessed based on the muscular coat surrounding the endothelium. Vessels were classified as non-muscularized (no apparent muscle), partially muscularized (with a crescent of muscle), or fully muscularized (with a complete ring of muscle) [29].

### Fluorescent in situ hybridization (FISH) assays

The fixed lung sections or cells were hybridized in a prehybridization buffer for 30 min. Then they were hybridized with the *Snhg18* probe in a hybridization buffer at 37℃ overnight. After washing with saline sodium citrate, the lung sections or cells were stained with DAPI for 10 min. The Cy3-labeled *Snhg18* probes were synthesized by RiboBio.

### RNA extraction, DNA extraction and qRT-PCR analysis

Total RNA was extracted from cells or lung tissues using TRIzol reagent (Invitrogen). For each sample, 1 µg RNA was used to reverse transcribe into cDNA using HiScript III RT SuperMix for qPCR (+ gDNA wiper) (Cat. R323-01, Vazyme). qRT-PCR analysis was performed with Taq Pro Universal SYBR qPCR Master Mix (Cat. Q712-02, Vazyme) according to the manufacturer’s protocol. Results were normalized to the expression of *β-actin*. The DNA in cells and lung tissues was isolated using the TIANamp Genomic DNA kit (Cat. DP304, TIANGEN) according to the manufacturer’s protocol. The DNA in the plasma of patients and controls was isolated using the Serum/Plasma Circulating DNA kit (Cat. DP339, TIANGEN) according to the manufacturer’s protocol. 

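The mouse *Snhg18* primers GATTGTCTGACCCTGCCCAT and TAAAACCGAAGCAGCACCGA enclose 98 bp on chromosome 15 of GRCm38, from 32241404 to 32241501. Both primers lie in exon 2, so the product crosses no splice junction. The mouse *Eno3* primers CACAGCCAAGGGTCGATTCC and CCCAGGTATCGTGCTTTGTCT enclose 102 bases of the mRNA, on chromosome 11 between 70657948 and 70658255. The forward primer spans the junction of exons 2 and 3 in the transcript of 1564 bases with 12 exons, and the reverse primer lies in exon 3, both in coding sequence. The mouse *Hnrnpa2b1* primers CAGGGTAGTTGAGCCAAAACG and TTCCAGACTGCCTATCGGTAA enclose 188 bases of the mRNA in coding exons 4 and 5 of a transcript of 1728 bases, on chromosome 6 between 51466555 and 51466942. Each of these primers matched the annotated transcripts of its own gene and of no other gene.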

The primer sequences are provided in Table S3.

### Cell culture

Mouse pulmonary artery smooth muscle cells (mPASMCs) were obtained from Procell Life Science & Technology and cultured in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (FBS). All mPASMCs at passages 3–5 were used in the experiments. Human pulmonary artery smooth muscle cells (HPASMCs) were obtained from ScienCell Research Laboratories and cultured in smooth muscle cell medium (ScienCell Research Laboratories). All HPASMCs at passages 4–6 were used in the experiments. Mouse pulmonary artery endothelial cells (mPAECs) were obtained by Procell Life Science & Technology and cultured in endothelial cell medium (ScienCell Research Laboratories). The cells were subjected to hypoxic treatment using a tri-gas incubator (Thermo Fisher) with an atmosphere containing 3% O2, 5% CO2, and 92% N2. The purification of PASMCs was identified by immunofluorescence staining for α-SMA.

### Isolation of cytoplasmic and nuclear RNA

The separation of the nuclear and cytosolic fractions was performed using the Cytoplasmic & Nuclear RNA Purification Kit (Cat. 21000, Norgen Biotek) according to the manufacturer’s protocol.

### Cell transfection

To knock down the target genes in cells, small interfering RNAs (siRNAs) were transfected into cells using Lipofectamine 3000 (Invitrogen), including the corresponding controls. 

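The siRNA against mouse *Snhg18* (si-*Snhg18*) is listed as CCUGGCAUAUGUUACAGUAACCAUUTT, 25 bases that match the target followed by a TT overhang. It matched *Snhg18* at positions 495 to 519 of the transcript, chromosome 15 from 32241532 to 32241556 in GRCm38, and no other annotated mouse transcript. The target site with its surroundings, in the direction of the transcript, reads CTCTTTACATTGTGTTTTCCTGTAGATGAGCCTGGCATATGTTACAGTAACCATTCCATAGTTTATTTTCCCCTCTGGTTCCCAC. The site lies in exon 2, upstream of the qRT-PCR amplicon and of the sh*Snhg18* site in the transcript. The other mouse siRNAs also matched 1 gene each, in coding sequence. The *Sp1* site CCAATGCCAATAGTTATTCAA is on chromosome 15 from 102409009 to 102409029, in exon 3 of 6. The *Hnrnpa2b1* site AAGAAAGTTTGAGAAACTA is on chromosome 6 from 51467219 to 51467237, in exon 3 of 12. The *Eno3* site ACCGAGAATAAGTCCAAGTTT spans the junction of exons 5 and 6 on chromosome 11, between 70658652 and 70659035. The *Mettl3* site CAAGGAAGAGTGCATGAAA is on chromosome 14 from 52298681 to 52298699, in exon 4 of 11. The *Hif1a* site CCATGTGACCATGAGGAAA is on chromosome 12 from 73928253 to 73928271, in exon 4 of 15.

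**Figure D1:**
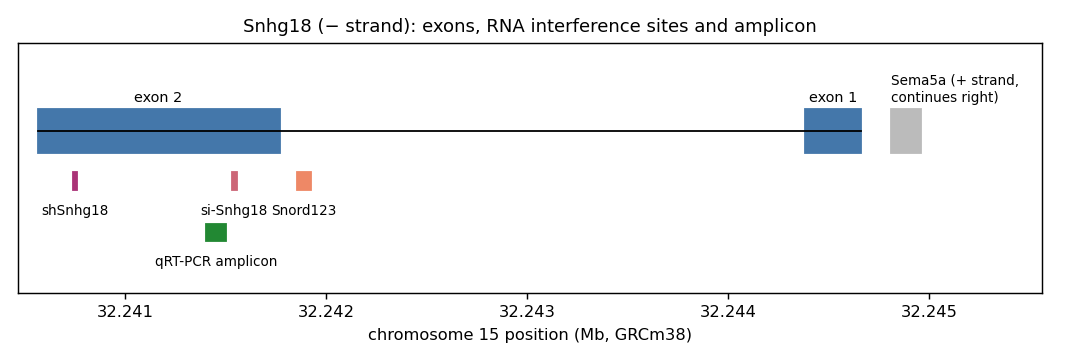
Map of mouse *Snhg18*, with the position on chromosome 15 of GRCm38 in megabases on the x axis. Blue boxes are the exons, joined by a line for the intron, and the smaller boxes are the si-*Snhg18* site, the sh*Snhg18* site, the qRT-PCR amplicon and *Snord123*. Both RNA interference sites and the amplicon fall in exon 2. The start of *Sema5a* on the plus strand is in gray.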

The RNA interference oligonucleotide sequences are provided in Table S3. For the overexpression assays, the sequences of target genes were subcloned into a pcDNA3.1 vector, and the empty vector was used as the control. The plasmids were transfected into cells using Lipofectamine 3000 (Invitrogen).

### Cell counting kit-8 (CCK-8) assays, EDU assays, and transwell assays

In the CCK-8 assays, the transfected cells were plated in a 96-well plate at a density of 5 × 10^3^ cells/well. Cells were treated under hypoxic (3% O2) or normoxic (21% O2) conditions for 24 h. Then, 10 µL Cell Counting Kit-8 reagent (Cat. B34304, Selleck) was added to each well. After incubation at 37 °C for 2 h, the absorbance at 450 nm was determined using a microplate reader. To conduct the EDU assay, the Cell-Light EdU Apollo567 In Vitro Kit (Cat. C10310-1, RiboBio) was used according to the protocol to determine cell proliferation. The transwell assay was performed using 8 μm transwell chambers (Cat. 3422, Corning). Approximately 1 × 10^4^ transfected cells suspended in serum-free medium were added to the upper chamber, with medium containing 20% fetal bovine serum placed in the lower chamber. After 24 h, the cells were fixed with 4% paraformaldehyde and stained with crystal violet.

### Western blot assays

Protein from cultured cells or lung tissues was extracted using RIPA lysis buffer. Protein lysates were separated by 4–20% SDS-PAGE gels and transferred to a 0.45 μm PVDF membrane (Millipore). After blocking with 5% skim milk, the membranes were incubated with specific primary antibodies at 4℃. The next day, the membranes were incubated with the corresponding secondary antibodies. Immunoblots were detected using the Tanon luminescent imaging system, and Image J software was utilized for quantification. β-actin antibody (66009-1-Ig, Dilution ratio, 1:10000, Proteintech) was used as a control. PCNA antibody (10205-2-AP, Dilution ratio, 1:5000), CDK2 antibody (10122-1-AP, Dilution ratio, 1:5000), P27 antibody (25614-1-AP, Dilution ratio, 1:1000), SP1 antibody (21962-1-AP, Dilution ratio, 1:2000), HNRNPA2B1 antibody (14813-1-AP, Dilution ratio, 1:5000), and ENO3 antibody (55234-1-AP, Dilution ratio, 1:2000) were from Proteintech. METTL3 antibody (A19079, Dilution ratio, 1:1000) was from ABclonal. HIF-1α antibody (ab179483, Dilution ratio, 1:1000) was from Abcam.

### Chromatin immunoprecipitation (ChIP) assays

The ChIP assays were conducted using the ChIP Assay Kit (Cat. P2080S, Beyotime). The SP1 antibody was obtained from Proteintech (21962-1-AP), and normal rabbit IgG antibody was used as the control. The enrichment of the immunoprecipitated DNA was determined by qRT-PCR analysis. The ChIP primer sequences are provided in Table S3.

### Dual-luciferase reporter assays

The dual-luciferase reporter assay was conducted using the Dual-Luciferase Reporter Assay System Kit (Cat. E1910, Promega) according to the manufacturer’s protocol. The cells were co-transfected with the constructed luciferase vector and the Renilla luciferase plasmid. Luciferase activity was determined by normalizing the luminescence value of firefly luciferase to that of the Renilla luciferase.

### In vitro transcription assays and RNA pull-down/mass spectrometry analysis

The indicated genes for the experiments were transcribed in vitro by using the mMESSAGE mMACHINE™ T7 Transcription Kit (Cat. AM1344, Invitrogen) according to the manufacturer’s protocol. Then RNA was subjected to desthiobiotinylation with the Pierce RNA 3’ End Desthiobiotinylation Kit (Cat.20163, Thermo Scientific), followed by the RNA pull-down assay using the Pierce Magnetic RNA-Protein Pull-Down Kit (Cat.20164, Thermo Scientific). The labeled RNA was then incubated with whole cell lysates from mPASMCs that had been cultured under hypoxia. Then eluted RNA-binding proteins were digested into peptides for mass spectrometry analysis or used for Western blot assays. Liquid chromatography-tandem mass spectrometry experiments were performed with a QExactive Orbitrap mass spectrometer (Thermo Finnigan).

### RNA immunoprecipitation (RIP) assays

The RIP assays were conducted using the RNA Immunoprecipitation Kit according to the manufacturer’s protocol (Cat. Bes5101, BersinBio). The HNRNPA2B1 antibody (14813-1-AP) was obtained from Proteintech. The enrichment of the immunoprecipitated RNA was determined by qRT-PCR analysis.

### Transcriptome sequencing analysis

After measuring the concentration of total RNA from transfected mPASMCs and control cells, the sample quality was evaluated using the Agilent 2200. The sequencing library of each RNA sample was prepared using the TruSeq Stranded mRNA Library Prep Kit (Illumina).

### RNA stability assays

The transfected cells were treated with actinomycin D (5 µg/ml, MedChemExpress) and cultured for the indicated time. After incubation for 0, 2, 4, and 6 h, the RNA samples were extracted and subjected to qRT-PCR analysis to evaluate the remaining RNA. Results were normalized to the expression of 18S rRNA.

### M6A dot blot assays

Total RNA extracted from the transfected cells was loaded on a nylon membrane (Millipore) installed in a BioDot apparatus (Bio-Rad), and then the membrane was crosslinked by ultraviolet light. After incubation with methylene blue, the membrane was blocked and incubated with the m6A antibody (202003) from Synaptic Systems overnight at 4℃.

### Methylated RNA immunoprecipitation (MeRIP) assays

The MeRIP assays were performed using the m6A Methylated RNA Immunoprecipitation Kit (Cat. Bes5203-2, BersinBio) according to the manufacturer’s protocol. The enrichment of the immunoprecipitated RNA was determined by qRT-PCR analysis.

### Glycolytic rate assays

The extracellular acidification rate (ECAR) was measured using the Seahorse XFe96 Extracellular Flux Analyzer (Agilent) with the Glycolytic Rate Assay Kit (Cat. 103344-100, Agilent), with the sequential addition of a mixture of antimycin A and rotenone (0.5 µM) and 2-DG (50 mM) to the system.

### Glucose consumption/lactate/pyruvate determination

To determine glucose consumption, the Glucose kit (Cat. A154-1-1, Nanjing Jiancheng Bioengineering Institute) was used to measure the remaining glucose levels in cell culture supernatants after the indicated treatments. The lactate level was determined using the Lactic Acid assay kit (Cat. A019-2-1, Nanjing Jiancheng Bioengineering Institute) following the manufacturer’s instructions. The Pyruvate assay kit (Cat. A081-1-1, Nanjing Jiancheng Bioengineering Institute) was used to measure the pyruvate concentration.

### Statistics

All data were presented as mean ± SD, and statistical analysis was performed using GraphPad Prism. The significance of differences between 2 groups was determined by Student’s t-test, while one-way ANOVA was performed for multiple comparisons. Two-sided *p*-values were calculated, with *p* < 0.05 considered significant.

## Results

### Hypoxia upregulates the expression of *Snhg18*

To determine the role of *Snhg18* in the development of hypoxia-induced pulmonary hypertension (HPH), we assessed *Snhg18* expression in the lung tissues of HPH mice using qRT-PCR analysis. The results showed that *Snhg18* was significantly elevated in hypoxic lung tissues compared to normoxic tissues (Fig. 1A). RNA FISH-IF analysis conducted on lung sections indicated that *Snhg18* was expressed in pulmonary arteries, with further confirmation of its hypoxia-induced upregulation (Fig. 1B). qRT-PCR analysis revealed a pronounced elevation of *Snhg18* in mouse pulmonary artery smooth muscle cells (mPASMCs) under hypoxic conditions, while no significant differences in expression were found in mouse pulmonary artery endothelial cells (mPAECs) (Fig. 1C). Similarly, increased expression of *SNHG18* was also confirmed in human pulmonary artery smooth muscle cells (HPASMCs) under hypoxia (Fig. 1D). Subsequent subcellular localization assays and cellular RNA FISH experiments demonstrated that *Snhg18* was upregulated in both the cytoplasm and the nucleus under hypoxia (Fig. 1E and F).

**Fig. 1:**
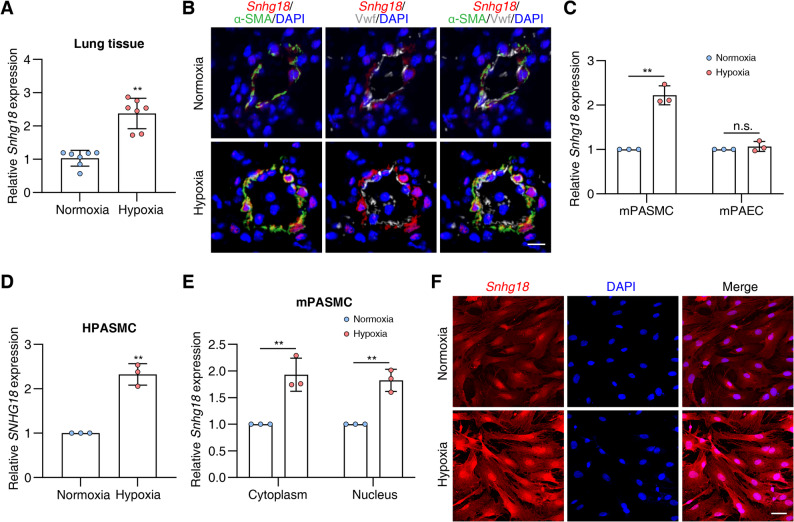
*Snhg18* expression is increased in lung tissues and PASMCs under hypoxic conditions. **A** qRT-PCR analysis of *Snhg18* expression in mouse lung tissues (*n* = 7). **B** Representative images of RNA FISH-IF staining of pulmonary arteries (PAs) for *Snhg18* (red), α-SMA (green), Vwf (white), and nuclei (blue). Scale bar 10 μm. **C** qRT-PCR analysis of *Snhg18* expression in cultured mPASMCs and mPAECs. **D** qRT-PCR analysis of *SNHG18* expression in HPASMCs. **E** After separation of nuclear and cytosolic fractions, *Snhg18* expression was measured by qRT-PCR in mPASMCs. **F** RNA FISH analysis of *Snhg18* expression in mPASMCs. Scale bar 50 μm. **A**, **C**, **D**, **E** The data were analyzed using two-tailed Student’s t-test. Data are presented as mean ± SD. **P < 0.01, n.s., not significant. DAPI indicates 4ʹ,6-diamidino-2-phenylindole

### *Snhg18* exacerbates hypoxic pulmonary hypertension by promoting PASMC proliferation

To explore the function of *Snhg18* in the progression of HPH, we knocked down *Snhg18* in mPASMCs and HPASMCs with small interfering RNA (siRNA), and qRT-PCR analysis verified the silencing efficiency of siRNA (Fig. 2A and Figure S1A). Then CCK8 assays (Fig. 2B and Figure S1B) and EDU assays (Fig. 2C and Figure S1C) showed that hypoxia-induced proliferation of mPASMCs and HPASMCs was abolished by knockdown of *Snhg18*. Furthermore, Western blot assays showed that hypoxia significantly upregulated the expression of proliferating cell nuclear antigen (Pcna) and cyclin dependent kinase 2 (Cdk2) while downregulating p27, and knockdown of *Snhg18* could reverse these changes in both mPASMCs and HPASMCs (Fig. 2D and Figure S1D). Additionally, transwell assays demonstrated that *Snhg18* knockdown reduced the hypoxia-enhanced migratory capacity of both mPASMCs and HPASMCs (Fig. 2E and Figure S1E).

**Fig. 2:**
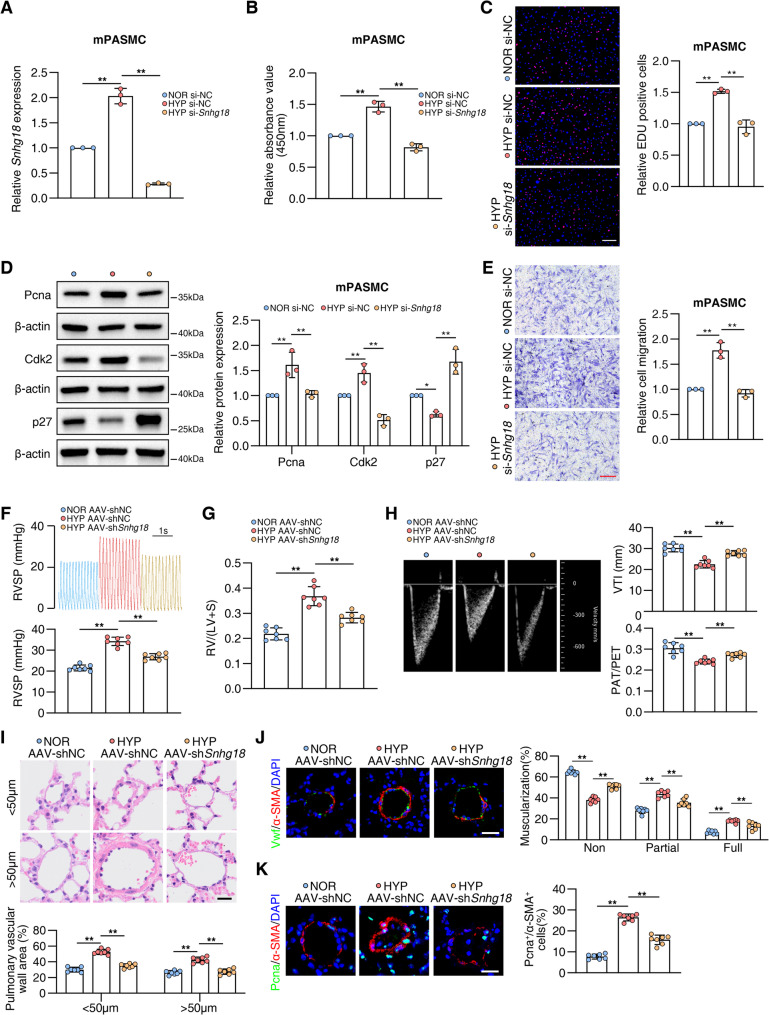
*Snhg18* exacerbates hypoxic pulmonary hypertension by promoting PASMC proliferation. **A** qRT-PCR analysis of *Snhg18* expression in mPASMCs after indicated treatments. **B** CCK8 assays determined the proliferation of mPASMCs after indicated treatments. **C** EDU assays determined the proliferation of mPASMCs after indicated treatments. Scale bar 200 μm. **D** Western blot analysis and quantification of Pcna, Cdk2, and p27 expression in mPASMCs. **E** Transwell assays determined the migratory ability of mPASMCs after indicated treatments. Scale bar 200 μm. **F-H** RVSP (**F**), the ratio of right ventricular (RV) to left ventricular (LV) plus septum (S) (**G**), the velocity time integral (VTI), and the ratio of pulmonary artery acceleration time to ejection time (PAT/PET) **H** in model mice (*n* = 7). **I** Representative images of H&E staining of pulmonary arteries (PAs) and the quantification of the vascular wall area index. Scale bar 20 μm. **J** Representative images of IF staining of PAs for Vwf (green), α-SMA (red), and nuclei (blue). The proportion of non, partially, or fully muscularized PAs was analyzed. Scale bar 20 μm. **K** Representative images of IF staining of PAs for Pcna (green), α-SMA (red) and nuclei (blue) and the quantification of Pcna^+^ cells in lung sections. Scale bar 20 μm. **A-K** The data were analyzed using one-way ANOVA with Dunnett’s multiple comparisons test. Data are presented as mean ± SD. *P < 0.05, **P < 0.01. NOR indicates normoxia; HYP, hypoxia; AAV, adeno-associated virus; RVSP, right ventricular systolic pressure; RV/(LV + S), right ventricular/ (left ventricle+septum); VTI, velocity time integral; PAT/PET, pulmonary artery acceleration time / pulmonary ejection time; and DAPI, 4ʹ,6-diamidino-2-phenylindole

To further confirm the findings in vivo, we used AAV9 to repress *Snhg18* expression in mice. The mice were then subjected to hypoxia for 21 days to construct the HPH model. The efficiency of *Snhg18* knockdown was shown in Figure S2A and S2B. As expected, inhibition of *Snhg18* reduced the elevation of right ventricular systolic pressure (RVSP) and the weight ratio of right ventricular/ (left ventricle + septum) caused by hypoxia (Fig. 2F and G). Echocardiography further showed that inhibition of *Snhg18* ameliorated the reduction in pulmonary artery velocity time integral (VTI) and the ratio of pulmonary artery acceleration time to ejection time (PAT/PET) induced by hypoxia (Fig. 2H). In addition, we found that knockdown of *Snhg18* decreased the vascular wall thickness and the proportion of muscularized pulmonary arteries in HPH mice (Fig. 2I and J). Immunofluorescence staining for Pcna showed fewer proliferating mPASMCs in the pulmonary arteries after inhibition of *Snhg18* (Fig. 2K).

### DNA copy number amplification and Sp1-mediated transcriptional activation both contribute to upregulation of *Snhg18* in HPH

DNA copy number amplification (CNA) is a genetic alteration that often occurs in rapidly proliferating cells, such as tumor cells [30]. CNA often leads to increased transcript levels, while copy number deletion typically results in reduced gene expression. Previous studies have indicated that copy number variations contribute to the pathogenesis of PH [31–33]. Besides, substantial evidence suggests hypoxia acts as a driver of CNA [34, 35]. Therefore, we hypothesized that CNA could contribute to hypoxia-induced upregulation of *Snhg18* at the genomic level, thereby accelerating PASMC proliferation to promote HPH. qRT-PCR analysis in mPASMCs found that the copy number of *Snhg18* was elevated under hypoxic conditions, with a consistent trend observed in HPASMCs (Fig. 3A). In addition, we detected the copy number of *Snhg18* in lung tissues of HPH models and confirmed that the number of *Snhg18* copies in the hypoxia group was higher than that in the normoxia group (Fig. 3B). Meanwhile, elevated *SNHG18* copy number was also observed in plasma from patients with pulmonary hypertension secondary to chronic obstructive pulmonary disease (COPD-PH) compared with the controls (Fig. 3C).

**Fig. 3:**
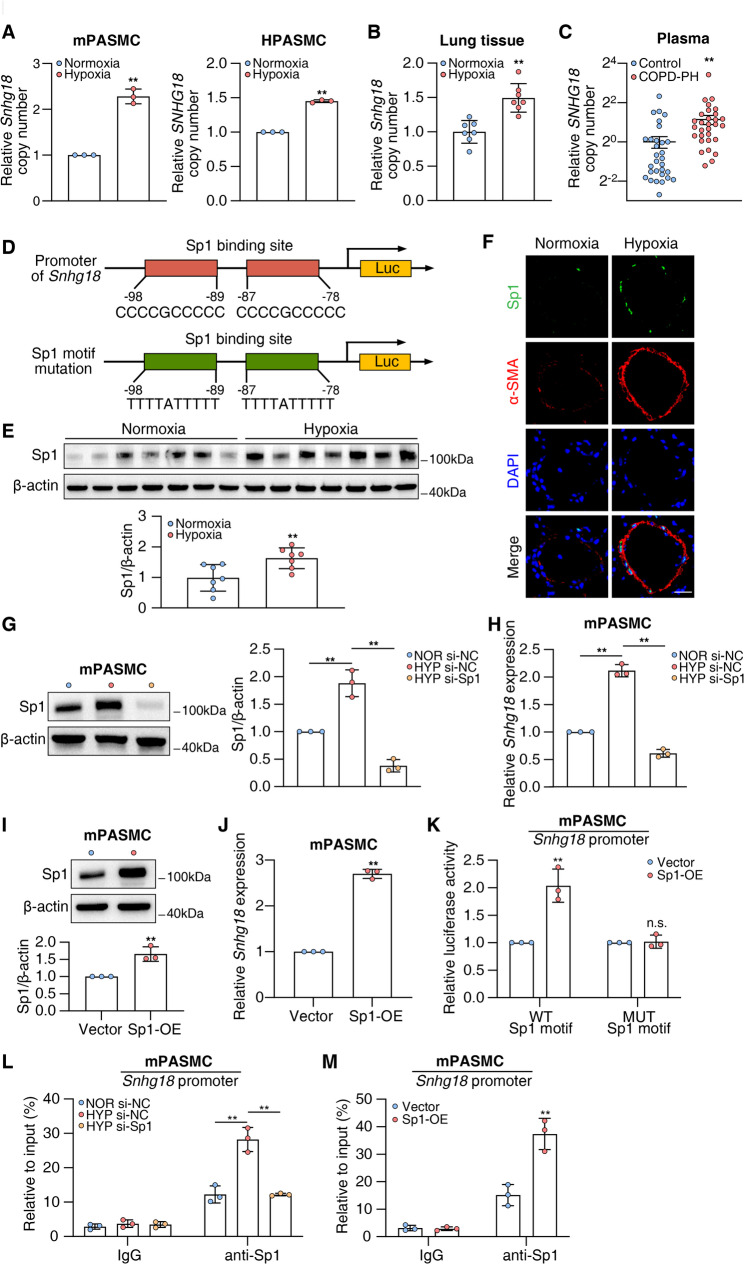
DNA copy number amplification and Sp1 upregulate *Snhg18* expression in hypoxia-induced PH. **A** qRT-PCR analysis of *Snhg18* DNA copy number in mPASMCs and HPASMCs. **B** qRT-PCR analysis of *Snhg18* DNA copy number in mouse lung tissues (*n* = 7). **C** qRT-PCR analysis of *SNHG18* DNA copy number in plasma from the healthy controls and COPD-PH patients (*n* = 30). **D** Schematic diagram of the *Snhg18* promoter with the putative Sp1 binding sites and the mutation information. **E** Western blot analysis and quantification of Sp1 expression in mouse lung tissues (*n* = 7). **F** Representative images of IF staining of PAs for Sp1 (green), α-SMA (red), and nuclei (blue). Scale bar 20 μm. **G** Western blot analysis and quantification of Sp1 expression in mPASMCs after indicated treatments. **H** qRT-PCR analysis of *Snhg18* expression in mPASMCs after indicated treatments. **I** Western blot analysis and quantification of Sp1 expression in mPASMCs after indicated treatments. **J** qRT-PCR analysis of *Snhg18* expression in mPASMCs after indicated treatments. **K** The dual-luciferase reporter assays detected the transcriptional activity of *Snhg18* with wild-type or mutated Sp1 motifs in the promoter. **L**, **M** ChIP assays detected the enrichment of Sp1 at the *Snhg18* promoter after Sp1 expression alteration. **A-C**, **E**, **I**-**K**, **M** The data were analyzed using a two-tailed Student’s t-test, (**G**, **H**, **L**) Data were analyzed using one-way ANOVA with Dunnett’s multiple comparisons test. Data are presented as mean ± SD. **P < 0.01. n.s., not significant. COPD-PH indicates pulmonary hypertension secondary to chronic obstructive pulmonary disease; DAPI, 4ʹ,6-diamidino-2-phenylindole; NOR, normoxia; HYP, hypoxia; OE, overexpression; WT, wild type; and MUT, mutation type

Furthermore, we explored the reason for *Snhg18* upregulation at the transcriptional level and identified the Sp1 binding site in the promoter of the *Snhg18* gene using the JASPAR database (Fig. 3D). Previous studies have shown that Sp1 contributes to PASMC proliferation [36, 37]. Hence, we wondered whether Sp1 mediates the upregulation of *Snhg18*. Western blot assays were performed to detect Sp1 expression in HPH models. As shown in Fig. 3E, the expression of Sp1 was significantly elevated in the hypoxia group rather than the normoxia group. Immunofluorescence staining of pulmonary arteries further confirmed that hypoxia upregulated Sp1 expression (Fig. 3F). Importantly, after knockdown of hypoxia-induced Sp1 elevation (Fig. 3G and Figure S3A), *Snhg18* expression was significantly reduced in both mPASMCs and HPASMCs (Fig. 3H and Figure S3B). On the contrary, overexpression of Sp1 induced *Snhg18* expression in both mPASMCs and HPASMCs (Fig. 3I and J, Figure S3C and S3D). Next, luciferase reporter assays were conducted to measure the activity of the *Snhg18* promoter. We found that overexpression of Sp1 increased the luciferase activity of the wild-type *Snhg18* promoter, whereas mutation of the Sp1 binding site abolished this effect (Fig. 3K). ChIP-qPCR assays demonstrated that hypoxia increased the binding between Sp1 and the promoter of *Snhg18*, knockdown of Sp1 weakened this occupancy, and Sp1 overexpression enhanced the binding (Fig. 3L and M).

### *Snhg18* interacts with Hnrnpa2b1 in PASMCs

Since lncRNAs usually exert their functions by interacting with specific proteins [38], we performed RNA pull-down assays followed by mass spectrometry to identify the protein interacting with *Snhg18* (Fig. 4A). Among the functionally annotated proteins (Table S1), we verified Hnrnpa2b1 as the *Snhg18*-binding protein. Hnrnpa2b1 attracted our attention because of its role in promoting cell proliferation [39], and it has been reported to maintain mRNA stability at the post-transcriptional level in the cytoplasm [40]. Western blot assays showed that Hnrnpa2b1 was detected in *Snhg18* pull-down protein complexes but not in empty vector or antisense-*Snhg18* pull-down protein complexes (Fig. 4A). Furthermore, RIP assays confirmed that the interaction between *Snhg18* and Hnrnpa2b1 was strengthened under hypoxia (Fig. 4B). RNA-FISH/IF showed that *Snhg18* and Hnrnpa2b1 could colocalize in mPASMCs (Fig. 4C).

**Fig. 4:**
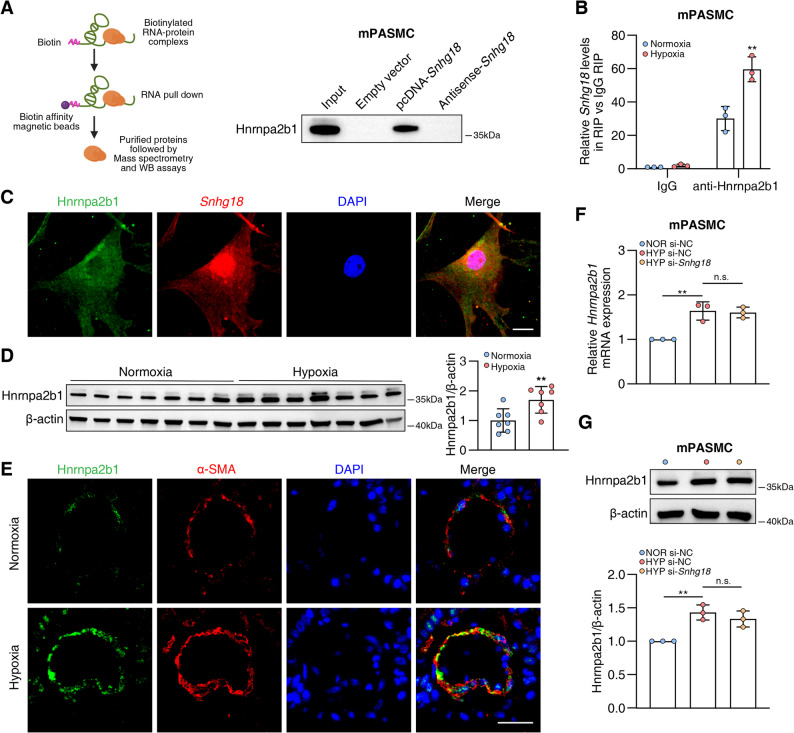
*Snhg18* directly binds to Hnrnpa2b1. **A** The RNA pull-down assays followed by mass spectrometry analysis and Western blot analysis revealed the interaction between *Snhg18* and Hnrnpa2b1 in mPASMCs. **B** The RIP assays detected the interaction between *Snhg18* and Hnrnpa2b1 in mPASMCs. **C** The co-localization analysis of *Snhg18* and Hnrnpa2b1 in mPASMCs. *Snhg18* was detected by the RNA FISH assay, and Hnrnpa2b1 was detected by IF staining. Scale bar 20 μm. **D** Western blot analysis and quantification of Hnrnpa2b1 expression in mouse lung tissues (*n* = 7). **E** Representative images of IF staining of PAs for Hnrnpa2b1 (green), α-SMA (red), and nuclei (blue). Scale bar 20 μm. **F** qRT-PCR analysis of *Hnrnpa2b1* expression in mPASMCs. **G** Western blot analysis and quantification of Hnrnpa2b1 expression in mPASMCs. **B**,** D** The data were analyzed using a two-tailed Student’s t-test, (**F**,** G**) The data were analyzed using one-way ANOVA with Dunnett’s multiple comparisons test. Data are presented as mean ± SD. **P < 0.01. n.s., not significant. DAPI indicates 4ʹ,6-diamidino-2-phenylindole; NOR, normoxia; and HYP, hypoxia

As shown in Fig. 4D and E, increased Hnrnpa2b1 expression in HPH models was detected by Western blot assays and subsequently confirmed by immunofluorescence staining of pulmonary arteries. Moreover, qRT-PCR analysis and Western blot assays showed that Hnrnpa2b1 was increased under hypoxia, but knockdown of *Snhg18* had no effect on Hnrnpa2b1 expression in either mPASMCs or HPASMCs (Fig. 4F and G, Figure S4A and S4B), suggesting that *Snhg18* may post-transcriptionally regulate downstream targets through its interaction with Hnrnpa2b1.

### *Snhg18* binds to Hnrnpa2b1 to enhance *Eno3* mRNA stability

To explore the underlying mechanism by which *Snhg18* functions in the pathogenesis of PH, we performed RNA sequencing after knockdown of *Snhg18* to identify its key downstream genes (Fig. 5A and B). 

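RNA was sequenced from mPASMCs, smooth muscle cells of mouse pulmonary arteries, after transfection with a negative control siRNA (si-NC) or with si-*Snhg18*. There were 3 libraries per group, prepared as stranded mRNA libraries and numbered 1 to 3 in each group. The paper's text names no aligner or counting program, and it does not state the oxygen level or the time after transfection of the sequenced cells. The authors deposited whole-number read counts per gene, without normalization, for 55487 Ensembl genes placed on GRCm38. Of these genes, 30472 had no read in any library. The counted reads totalled 23323381, 24296680 and 23895782 in si-NC libraries 1 to 3, and 25988746, 25340514 and 18097718 in si-*Snhg18* libraries 1 to 3. The 10 genes with the most reads took between 5.48% and 6.67% of each library. A count of 3 reads, taken as the smallest level the depth can show, equals between 0.115 and 0.166 CPM (counts scaled to the library total), and this floor covers counting error only. From the counts, genes with too few reads were removed with edgeR's filterByExpr, which left 14531 genes. The counts were normalized by the TMM method, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Differentially expressed genes were those with an adjusted p-value under 0.05 and at least a 1.5-fold change, after the lines drawn in Fig. 5B. The normalization, the filter on low counts, the test and the pairing of the libraries were the choices that could change the numbers.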

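The targeted gene was lower in every si-*Snhg18* library than in every si-NC library. *Snhg18* was at 22.7 ± 0.711 CPM (SD, n = 3) in si-NC cells and 10.6 ± 0.59 CPM (SD, n = 3) in si-*Snhg18* cells, so that 46.7% remained. This was a log2 fold change of -1.10 (standard error 0.10, adjusted p = 0.00727 from edgeR's quasi-likelihood test). In the exact permutation test of its 6 values, the two-sided p was 0.1, the smallest that 3 libraries against 3 allow. With the replicate number as a block, the adjusted p of *Snhg18* was 0.000828 at the same fold change. When each library was left out in turn, its log2 fold change stayed between -1.14 and -1.06, and its adjusted p ranged from 0.00474 to 0.0703, above 0.05 in 3 of the 6 fits. Over all tested genes, 1069 had an adjusted p under 0.05, of which 530 were higher in si-*Snhg18* cells, and 3613 had an unadjusted p under 0.05. At least a 1.5-fold change was seen for 250 of the genes that were higher and 283 of those that were lower. With the replicate number as a block, 3954 genes had an adjusted p under 0.05, and 616 higher and 850 lower genes also passed the fold threshold. All 1069 genes of the fit without the block were among them, with the same direction. The pairing was checked on the deviations of each library from its group mean, which correlated across genes between same-numbered libraries with a mean r of 0.503. This was the highest of the 6 ways to pair the libraries, the next being 0.475, and genes are not independent replicates. The number of genes with an adjusted p under 0.05 depended on the libraries used, and it ranged from 0 to 3282 when each was left out in turn. It was 0 without si-NC 1, without si-NC 3 and without si-*Snhg18* 3. Of the other settings, sample weights (voomWithQualityWeights) raised it most, to 6049. The stricter test against a 1.5-fold change (glmTreat) lowered it most, to 4. Among differentially expressed genes with a mean log2 CPM of at least 1 and no overlap between the groups, the largest rises in log2 fold change were those of *Lmo2* (3.81), *Stac* (3.35), *Col5a3* (3.26), *Penk* (3.01) and *Disp2* (2.53). *Lmo2* was at only 0.295 CPM in si-NC cells. The largest falls were those of *Wnt10a* (-1.97), *Gxylt2* (-1.87), *Hsd3b1* (-1.85), *Tnfsf15* (-1.75) and *Ndufa4l2* (-1.73). The smallest p-values among lower genes were those of *Il1rl1* (log2 fold change -1.21), *Olr1* (-1.58) and *Rer1* (-1.08), and among higher genes those of *Penk*, *Nkain1* (1.08) and *Ankrd13b* (1.11).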

Gene ontology (GO) analysis showed that the differentially expressed genes were enriched in terms related to blood vessel remodeling, regulation of growth, and metabolic process (Fig. 5C). 

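The Gene Ontology annotation was not used here, and the mouse Reactome sets and a list of blood vessel remodeling genes written before the counts were examined were tested in its place. Of the 533 differentially expressed genes, only those that belong to a Reactome set entered this test (one-sided Fisher's exact test, background of 4544 tested genes in any set). Of 840 Reactome sets with 10 to 500 tested genes, 0 were over-represented among them at an adjusted p under 0.05, and 22 had an unadjusted p under 0.05. Cell surface interactions at the vascular wall held 7 differentially expressed genes against 2.63 from its size (unadjusted p = 0.0153, adjusted p = 1), among them *Olr1*. Signaling by VEGF held 5 against 3.79, Extracellular matrix organization 11 against 7.65, Signaling by PDGF 9 against 5.6 and Metabolism of carbohydrates 7 against 8.23, each with an adjusted p of 1. In a test of whole sets without a threshold on single genes (limma's camera), 0 sets passed and 96 had an unadjusted p under 0.05. With the replicate number as a block, 2 sets were over-represented, Class A/1 (Rhodopsin-like receptors) and GPCR ligand binding, both with an adjusted p of 0.0139 and with *Penk* as the member of smallest p. Camera with the block gave 26 sets, 25 lower and 1 higher in si-*Snhg18* cells. Most of the lower sets concern mitosis and DNA replication. The Cell Cycle set of 455 genes had a median log2 fold change of -0.10 (adjusted p = 0.192 without the block and 0.0219 with it), and Smooth Muscle Contraction, of 24 genes, had -0.19 (0.192 and 0.0435). Over genes with a mean log2 CPM of at least 5, the check of the pairing gave a mean r of 0.798 between same-numbered libraries. Of the 31 genes on the vessel remodeling list, 28 were tested, 12 higher and 16 lower, or 13 and 15 without TMM factors. Over all tested genes 4 of them passed an adjusted p of 0.05, all lower by at least 1.5-fold, and adjusted over the list alone 7 passed. *Axl* fell from 1920 ± 41.9 to 1040 ± 25.6 CPM (SD, n = 3 each), a log2 fold change of -0.89 (standard error 0.06, adjusted p = 0.00498 from edgeR's quasi-likelihood test). *Lif* (-0.88), *Rbpj* (-0.81) and *Bak1* (-0.79) had adjusted p-values of 0.0137, 0.0172 and 0.024 from the same test. With the block, 12 genes of the list passed over all genes, 5 higher and 7 lower, and 15 over the list alone. By at least 1.5-fold, 2 were then higher, *Epas1* and *Jag1*, and 5 lower.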

Among the candidate genes, Eno3 was chosen for further exploration because of its role in cell proliferation and metabolism [41]. qRT-PCR analysis and Western blot assays showed that Eno3 expression was upregulated at both the mRNA and protein levels under hypoxia, and inhibition of *Snhg18* attenuated this effect in both mPASMCs and HPASMCs (Fig. 5D and E, Figure S5A and S5B). 

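In the RNA sequencing behind Fig. 5B, *Eno3* (ENSMUSG00000060600), on chromosome 11 of GRCm38 from 70657202 to 70662513 on the plus strand, was lower in each si-*Snhg18* library than in every si-NC library. It was at 39.4 ± 0.743 CPM (SD, n = 3) in si-NC cells and 17.5 ± 2.37 CPM (SD, n = 3) in si-*Snhg18* cells. The log2 fold change was -1.17 (standard error 0.12, adjusted p = 0.00761 from edgeR's quasi-likelihood test), and with the replicate number as a block it was -1.18 (adjusted p = 0.000681). The exact permutation test of its 6 values gave a two-sided p of 0.1. With each library left out in turn, the log2 fold change lay between -1.26 and -1.07 and the adjusted p between 0.00424 and 0.07. Of the other enolase genes, *Eno1* and *Eno2* were examined, and neither passed an adjusted p of 0.05. *Eno1* was at 3770 ± 319 CPM in si-NC cells and 3670 ± 527 CPM in si-*Snhg18* cells (SD, n = 3 each, adjusted p = 0.869 from the same test), with a fold change that went above 0 without si-*Snhg18* 2. *Eno2* was at 19.2 ± 1.63 and 17 ± 1.06 CPM (SD, n = 3 each, adjusted p = 0.373 from the same test). *Eno3* accounted for 1.03% ± 0.101 (SD, n = 3) of the reads counted on *Eno1*, *Eno2* and *Eno3* in si-NC cells. In si-*Snhg18* cells its share was 0.483% ± 0.128 (SD, n = 3). How reads shared by these related genes were counted is not stated, which leaves the level of *Eno3* less certain than its change. On a list of 21 glycolytic enzymes and transporters written before the counts were examined, 13 genes were higher and 8 lower, or 14 and 7 after offsets for GC content and gene length, and *Eno3* alone passed an adjusted p of 0.05, whether adjusted over all genes or over the list. With the block, *Pfkl* also passed over all genes, with a log2 fold change of 0.22 (adjusted p = 0.0307 from the same test). The Reactome Glycolysis set of 23 genes had a median log2 fold change of 0.04 (adjusted p = 0.973 from limma's camera, and 0.8 with the block). The paper chose *Eno3* among the candidate genes because of its role in cell proliferation and metabolism, and it then measured *Eno3* by qRT-PCR and Western blot.

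**Figure D2:**
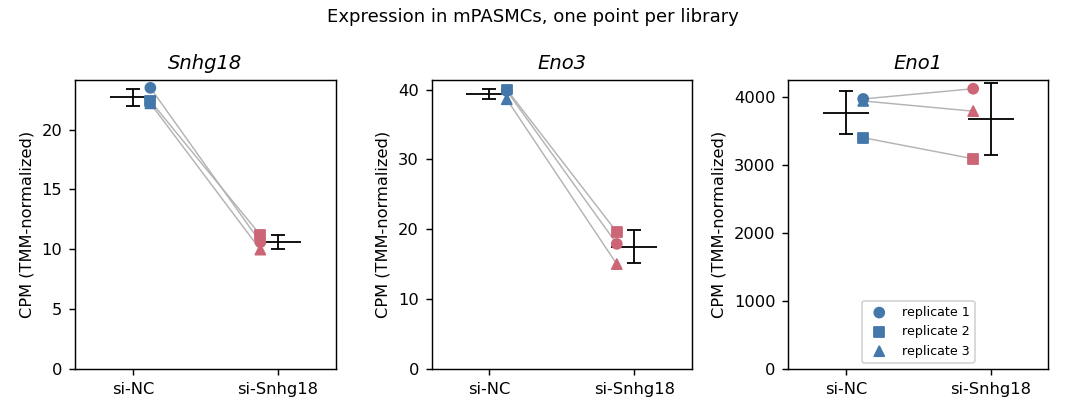
TMM-normalized CPM of *Snhg18*, *Eno3* and *Eno1* on the y axis of each panel for si-NC and si-*Snhg18* mPASMCs on the x axis. Each point is a library, gray lines join libraries with the same replicate number, and the black marks are the mean and SD of 3 libraries. *Snhg18* and *Eno3* fell in all 3 pairs, and *Eno1* fell in 2 of 3.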

Additionally, we examined the expression of Eno3 in mouse models to validate our in vitro findings. As shown in Fig. 5F, knockdown of *Snhg18* inhibited hypoxia-induced Eno3 expression in lung tissues. Immunofluorescence staining of pulmonary arteries further confirmed the inhibitory role of *Snhg18* in regulating Eno3 expression in mPASMCs (Fig. 5G). Furthermore, after knockdown of Hnrnpa2b1 in mPASMCs and HPASMCs (Fig. 5H and Figure S5C), Eno3 expression was reduced at both the mRNA and protein levels (Fig. 5I and J, Figure S5D and S5E), which was consistent with the effect of *Snhg18* knockdown. Western blot analysis indicated that overexpression of *Snhg18* in mPASMCs and HPASMCs induced upregulation of Eno3 protein levels, and inhibition of Hnrnpa2b1 abolished the effect (Fig. 5K and Figure S5F-S5H). To explore whether *Snhg18* regulates the binding of Hnrnpa2b1 to *Eno3*, we performed RIP assays and found that inhibition of *Snhg18* significantly attenuated the interaction between Hnrnpa2b1 and *Eno3* (Fig. 5L), confirming the indispensable role of *Snhg18* in their binding process. To further explore whether *Snhg18* regulates *Eno3* mRNA stability through Hnrnpa2b1, we determined the remaining *Eno3* mRNA after actinomycin D treatment. qRT-PCR analysis showed a reduced half-life of *Eno3* mRNA after knockdown of *Snhg18* or Hnrnpa2b1, and the stabilizing effect induced by overexpression of *Snhg18* was abolished by Hnrnpa2b1 inhibition (Fig. 5M).

**Fig. 5:**
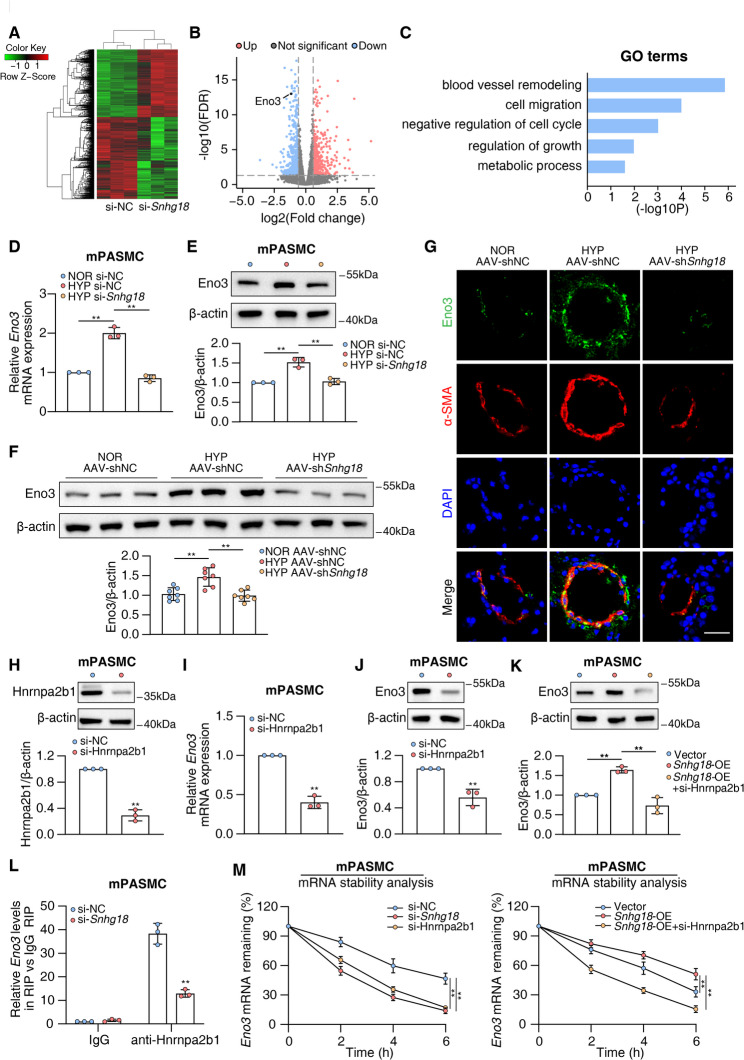
*Snhg18* promotes Eno3 expression by enhancing its mRNA stability via interaction with Hnrnpa2b1.** A** The heatmap of the differentially expressed genes in mPASMCs after knockdown of *Snhg18*. **B** The volcano plot of the differentially expressed genes in mPASMCs after knockdown of *Snhg18*. **C** Gene Ontology analysis of differentially expressed genes after inhibition of *Snhg18* in mPASMCs. **D** qRT-PCR analysis of *Eno3* expression in mPASMCs after indicated treatments. **E** Western blot analysis and quantification of Eno3 expression in mPASMCs after indicated treatments. **F** Western blot analysis and quantification of Eno3 expression in mouse lung tissues (*n* = 7). **G** Representative images of IF staining of PAs for Eno3 (green), α-SMA (red), and nuclei (blue). Scale bar 20 μm. **H** The efficiency of Hnrnpa2b1 knockdown was validated by Western blot analysis in mPASMCs. **I** qRT-PCR analysis of *Eno3* expression in mPASMCs after inhibition of Hnrnpa2b1. **J** Western blot analysis and quantification of Eno3 expression in mPASMCs after inhibition of Hnrnpa2b1. **K** Western blot analysis and quantification of Eno3 expression in mPASMCs after indicated treatments. **L** The RIP assays detected the binding between *Eno3* and Hnrnpa2b1 after knockdown of *Snhg18* in mPASMCs. **M** qRT-PCR analysis of *Eno3* expression at the indicated time after Actinomycin D treatment in mPASMCs. **D**-**F**, **K**, **M** The data were analyzed using one-way ANOVA with Dunnett’s multiple comparisons test, (**H-J**, **L**) The data were analyzed using two-tailed Student’s t-test, Data are presented as mean ± SD. **P < 0.01. NOR indicates normoxia; HYP, hypoxia; AAV, adeno-associated virus; DAPI, 4ʹ,6-diamidino-2-phenylindole, and OE indicates overexpression

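For the data behind Fig. 5A and B, the log2 CPM of the 6 libraries were also clustered. Over the 533 differentially expressed genes, the first division of the tree separated the 3 si-NC from the 3 si-*Snhg18* libraries, which follows from how those genes were chosen. Over all 14531 tested genes, the first division set si-*Snhg18* 1 and si-*Snhg18* 3 apart from the other 4 libraries. The first principal component held 56.5% of the variance and the second 23.6%. On the first component, the libraries numbered 2 had the lowest scores, -51.9 for si-NC 2 and -32.5 for si-*Snhg18* 2, while si-*Snhg18* 1 was at 55.4 and si-*Snhg18* 3 at 36.1. All si-NC libraries had higher scores than all si-*Snhg18* libraries on the second component. The deviations from the group means correlated across genes between same-numbered libraries with r = 0.41 for number 1, 0.742 for number 2 and 0.359 for number 3.

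**Figure D3:**
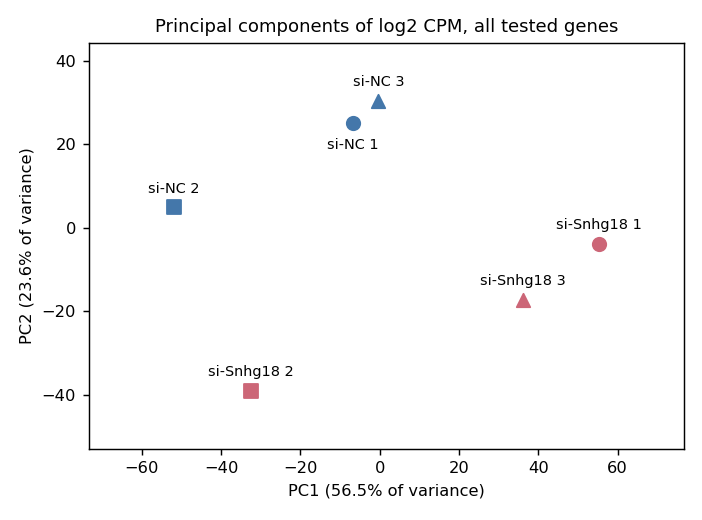
Scores of the 6 libraries on the first principal component (x axis) and the second (y axis) of log2 CPM over all tested genes. Blue points are si-NC and red points si-*Snhg18* mPASMCs, and the circle, square and triangle are replicate numbers 1, 2 and 3. Both squares lie to the left, and the colors separate from top to bottom.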

### Eno3 regulation depends on m6A modification

Hnrnpa2b1 is known as an m6A reader that regulates m6A-modified genes, so we wondered whether *Snhg18* mediates Hnrnpa2b1-dependent regulation of Eno3 in an m6A-dependent manner. We predicted the m6A-modified region of *Eno3* using SRAMP (http://www.cuilab.cn/sramp) [42], and identified a high-confidence m6A modification site (Fig. 6A). Methyltransferase 3 (Mettl3) is a major RNA methyltransferase gene. We first knocked down its expression (Fig. 6B), and found a decrease in global m6A modification levels by m6A dot blot assays (Fig. 6C). Moreover, qRT-PCR analysis and Western blot assays demonstrated a reduction in Eno3 expression after knockdown of Mettl3 in both mPASMCs and HPASMCs (Fig. 6D and Figure S6A-S6C). Next, we conducted MeRIP-qPCR assays and found that m6A methylation of *Eno3* was reduced by knockdown of Mettl3, confirming that *Eno3* was modified by m6A (Fig. 6E). In addition, qRT-PCR analysis showed a decreased half-life of *Eno3* after inhibition of Mettl3 (Fig. 6F). Meanwhile, the interaction between Hnrnpa2b1 and *Eno3* was significantly reduced after Mettl3 knockdown (Fig. 6G).

**Fig. 6:**
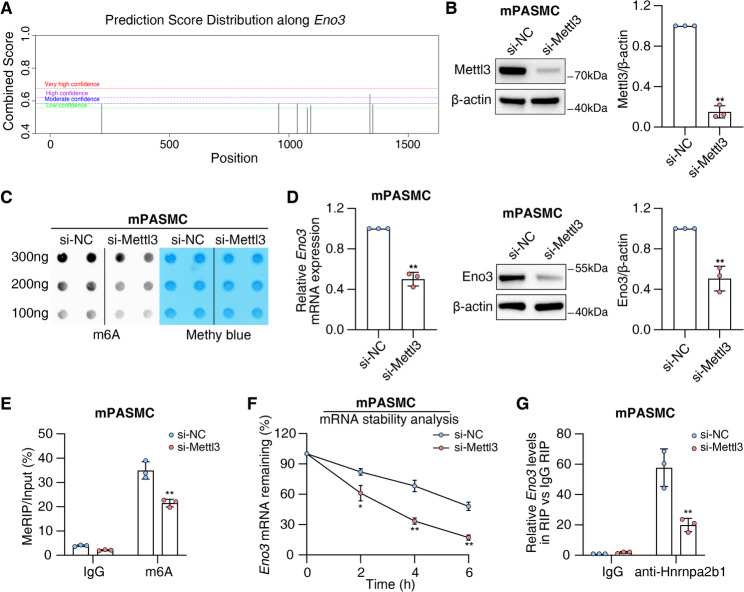
The regulation of Eno3 depends on m6A modification. **A** The specific m6A peak distribution of *Eno3* predicted by SRAMP. **B** The efficiency of knockdown of Mettl3 was validated by Western blot analysis in mPASMCs. **C** m6A dot blot assays detected overall m6A modification level after knockdown of Mettl3 in mPASMCs. **D** qRT-PCR and Western blot analysis of Eno3 expression after knockdown of Mettl3 in mPASMCs. **E** The MeRIP-qPCR assays detected the m6A modification level of *Eno3* after knockdown of Mettl3 in mPASMCs. **F** qRT-PCR analysis of *Eno3* mRNA expression at the indicated time after Actinomycin D treatment in mPASMCs. **G** The RIP assays detected the interaction between *Eno3* and Hnrnpa2b1 after knockdown of Mettl3 in mPASMCs. **B**, **D**, **E**-**G** The data were analyzed using two-tailed Student’s t-test. Data are presented as mean ± SD. *P < 0.05, **P < 0.01

### *Snhg18*/Hnrnpa2b1/Eno3 axis enhances glycolysis to promote HPH

To explore the role of the *Snhg18*/Hnrnpa2b1/Eno3 axis in PASMCs during HPH progression, we knocked down Eno3 in *Snhg18*-overexpressing mPASMCs and HPASMCs (Fig. 7A and Figure S7A). CCK8 assays (Fig. 7B and Figure S7B) and EDU assays (Fig. 7C and Figure S7C) demonstrated that overexpression of *Snhg18* accelerated PASMC proliferation, which was attenuated by knockdown of Eno3. In addition, Western blot assays showed that elevation of *Snhg18* significantly upregulated the expression of Pcna and Cdk2 and repressed p27. Knockdown of Eno3 could reverse these changes in both mPASMCs and HPASMCs (Fig. 7D and Figure S7D). Moreover, the augmented migratory ability of mPASMCs and HPASMCs induced by *Snhg18* overexpression was repressed by inhibition of Eno3 (Fig. 7E and Figure S7E).

**Fig. 7:**
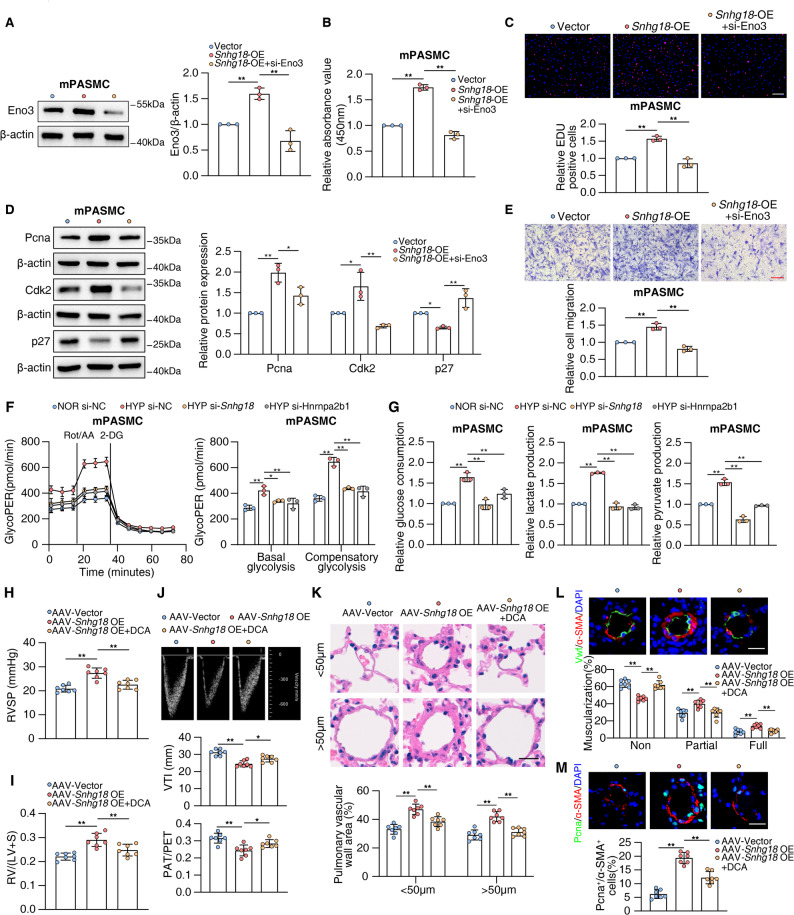
*Snhg18* promotes PH progression by regulating glycolysis.** A** Western blot analysis and quantification of Eno3 expression in mPASMCs. **B** CCK8 assays determined the proliferation of mPASMCs after indicated treatments. **C** EDU assays determined the proliferation of mPASMCs after indicated treatments. Scale bar 200 μm. **D** Western blot analysis and quantification of Pcna, Cdk2, and p27 expression in mPASMCs. (**E)** Transwell assays determined the migratory ability of mPASMCs after indicated treatments. Scale bar 200 μm. **F** ECAR assays evaluated the glycolytic profile of mPASMCs after indicated treatments, with quantification of basal and compensatory glycolysis. **G** The alteration of glucose consumption, lactate production, and pyruvate production in mPASMCs after indicated treatments. **H-J** RVSP (**H**), the ratio of right ventricular (RV) to left ventricular (LV) plus septum (S) (**I**), the velocity time integral (VTI), and the ratio of pulmonary artery acceleration time to ejection time (PAT/PET) (**J**) in PH model mice (*n* = 7). **K** Representative images of H&E staining of pulmonary arteries (PAs) and the quantification of vascular wall area index. Scale bar 20 μm. **L** Representative images of IF staining of PAs for Vwf (green), α-SMA (red), and nuclei (blue). The proportion of non, partially, or fully muscularized PAs was analyzed. Scale bar 20 μm. **M** Representative images of IF staining of PAs for Pcna (green), α-SMA (red) and nuclei (blue) and the quantification of Pcna^+^ cells in the lung section. Scale bar 20 μm. **A-M** The data were analyzed using one-way ANOVA with Dunnett’s multiple comparisons test. Data are presented as mean ± SD. *P < 0.05, **P < 0.01. OE indicates overexpression; NOR, normoxia; HYP, hypoxia; AAV indicates adeno-associated virus; RVSP, right ventricular systolic pressure; RV/(LV + S), right ventricular/ (left ventricle + septum); VTI, velocity time integral; PAT/PET, pulmonary artery acceleration time/pulmonary ejection time; and DAPI, 4ʹ,6-diamidino-2-phenylindole

As a vital glycolysis-related enzyme, Eno3 enhances glucose uptake and promotes glycolytic processes [41]. Extracellular acidification rate (ECAR) assays demonstrated that knockdown of *Snhg18* or Hnrnpa2b1 reduced the glycolytic capacity of mPASMCs activated under hypoxia, with decreased basal glycolysis and compensatory glycolytic capacity (Fig. 7F). Moreover, we found that hypoxia-induced glucose consumption, lactate production, and pyruvate production were decreased in *Snhg18* or Hnrnpa2b1 knockdown mPASMCs (Fig. 7G). In addition, previous studies have shown that the HIF signaling plays an important role in hypoxia-induced metabolic reprogramming [43, 44]. We further investigated the relationship between Hif-1α and *Snhg18*. We repressed Hif-1α expression in mPASMCs and HPASMCs, and then measured the expression of *Snhg18*. We found knockdown of Hif-1α did not lead to a significant change in *Snhg18* expression in mPASMCs and HPASMCs (Figure S8A and S8B). Moreover, *Snhg18* knockdown did not alter Hif-1α expression in mPASMCs and HPASMCs (Figure S8C), suggesting that *Snhg18* may regulate glycolysis independently of the HIF signaling.

To further confirm that *Snhg18* promotes PH development by regulating glycolysis in vivo, we performed rescue experiments. After overexpression of *Snhg18* (Figure S9A and S9B), the mice were treated simultaneously with dichloroacetate (DCA), a well-established glycolysis inhibitor that has been demonstrated to suppress PH progression [45, 46]. As shown in Fig. 7H and I, RVSP and the ratio of RV to left ventricle plus septum were elevated after overexpression of *Snhg18*, and treatment with DCA could reverse this elevation. Echocardiography showed that the reduced VTI and PAT/PET caused by *Snhg18* overexpression could be ameliorated by the use of DCA (Fig. 7J). Besides, DCA treatment reduced the wall thickness and muscularization of vessels in *Snhg18*-overexpressing mice (Fig. 7K and L). Immunofluorescence staining for Pcna showed fewer proliferating mPASMCs in the pulmonary arteries after DCA treatment in *Snhg18*-overexpressing mice (Fig. 7M).

## Discussion

Pulmonary vascular remodeling is a major pathological feature of PH, and aggressive proliferation of PASMCs is a crucial contributing factor [47]. Among the complex mechanisms underlying PASMC hyperproliferation, lncRNA regulation has garnered increasing attention. For instance, the lncRNA *Hoxaas3* accelerates the cell cycle by regulating cyclin A, cyclin D, and cyclin E to induce HPH [48]. Emerging evidence indicates the important role of the lncRNA small nucleolar RNA host gene (Snhg) family in modulating PH progression. *SNHG5* forms a positive feedback loop with EPAS1 to promote vascular remodeling by activating the transactivation of ICAM1 [49]. In this study, we demonstrated the aberrant expression of the lncRNA *Snhg18* in both HPH model tissues and PASMCs treated under hypoxia. In addition, our in vitro and in vivo data confirmed that knockdown of *Snhg18* inhibited PASMC proliferation and pulmonary vascular remodeling under hypoxia.

Similar to protein-coding genes, the expression of lncRNAs is also controlled through genomic and transcriptional regulation. At the genomic level, copy number variations have been reported in the predominant genes related to the development of PH, including GDF2 [31], BMPR2 [33], and TBX4 [50]. We found that *Snhg18* expression was upregulated in PASMCs and PH model tissues with CNA, and the *Snhg18* copy number was increased in the plasma of PH patients. Given that hypoxia is a systemic condition, SNHG18 copy number amplification may also occur in other organs, and amplification may also occur in smooth muscle cells or endothelial cells in other tissues, which warrants further investigation in future studies. We also revealed that the transcription factor Sp1 facilitated *Snhg18* transcription by binding to its promoter, thus increasing the expression of *Snhg18* under hypoxia. Previous studies have demonstrated the pivotal role of Sp1 in PH progression [37, 51]. We uncovered the activation mechanism of *Snhg18* at both the genomic and transcriptional levels in the pathogenesis of PH.

LncRNAs regulate downstream genes by binding to RNA-binding proteins (RBPs) [52]. In our study, the interaction between lncRNA *Snhg18* and the RBP Hnrnpa2b1 was identified. While knockdown of *Snhg18* had no influence on Hnrnpa2b1 expression, it reduced the binding of Hnrnpa2b1 to *Eno3* mRNA, thereby impaired PASMC proliferation. Ruffenach et al. demonstrated increased expression of Hnrnpa2b1 in pulmonary arterial hypertension, where it regulated the cell cycle by binding to mRNAs [53]. In addition, Hnrnpa2b1 has been recognized as an m6A reader protein. As a prevalent form of RNA epigenetic modification, aberrant m6A modification has been extensively studied in PH pathogenesis. For example, recognition of m6A-modified *MAGED1* mRNA by the m6A reader YTHDF1 promotes translation, thereby facilitating PH progression [17]. Our study demonstrated that the *Snhg18*/Hnrnpa2b1 axis can promote PH progression by regulating m6A methylation.

Emerging evidence suggests that Hnrnpa2b1 regulates mRNA stability by recognizing m6A sites on its target RNA transcripts [39, 54]. Given that Mettl3 is the key methyltransferase catalyzing m6A modification, we knocked down Mettl3 to reduce global m6A methylation in PASMCs. Our results demonstrated that suppression of m6A modification impaired the interaction between Hnrnpa2b1 and *Eno3* mRNA, consequently destabilizing *Eno3* transcripts and reducing its expression, which was dependent on *Snhg18*. Thus, m6A modification of *Eno3* was essential for both its stabilization and its interaction with Hnrnpa2b1. We provided evidence that lncRNAs can control downstream gene expression via an m6A-dependent mechanism in PASMCs.

Glucose is a critical energy source for cellular metabolism. Growing evidence suggests that metabolic remodeling plays a pivotal role in PH pathogenesis. As an important mode of glucose metabolism, glycolysis is capable of supplying energy for the rapid proliferation of cells, converting glucose into pyruvate, and ultimately lactate [19]. The dysregulated expression of glycolysis-related enzymes has been reported to participate in the progression of PH [55–57]. Eno3 functions as a glycolytic metalloenzyme that catalyzes the reversible reaction of 2-phosphoglycerate to phosphoenolpyruvate, a vital step of glycolysis [58]. Eno3-mediated promotion of glycolysis in cell proliferation has been reported in cancer [59, 60], but there are scarce studies in PH. LncRNAs play an important role in various diseases by modulating glycolysis, including cancers [61], cerebral ischemia/reperfusion injury [62], and male infertility [63]. It has been demonstrated that the lncRNA *KMT2E-AS1* could enhance glycolysis in pulmonary artery endothelial cells [64]. However, the role of the crosstalk between lncRNAs and *ENO3* in PASMCs remains to be clarified. In our study, we observed a decreased glycolytic rate using ECAR assays after knockdown of *Snhg18/*Hnrnpa2b1 and confirmed reduced glucose consumption along with lactate and pyruvate production. We demonstrated that the lncRNA Snhg18/Hnrnpa2b1/Eno3 axis could regulate glycolysis in PASMCs.

## Conclusions

In conclusion, we found that *Snhg18*, activated by CNA and Sp1, binds to Hnrnpa2b1 and subsequently facilitates glycolysis by enhancing *Eno3* mRNA stability through an m6A-dependent mechanism (Fig. 8). Our study provides new insights into the role of *Snhg18* in promoting PASMC proliferation and pulmonary vascular remodeling in HPH, suggesting that targeting *Snhg18* may be a promising therapeutic strategy for PH.

**Fig. 8:**
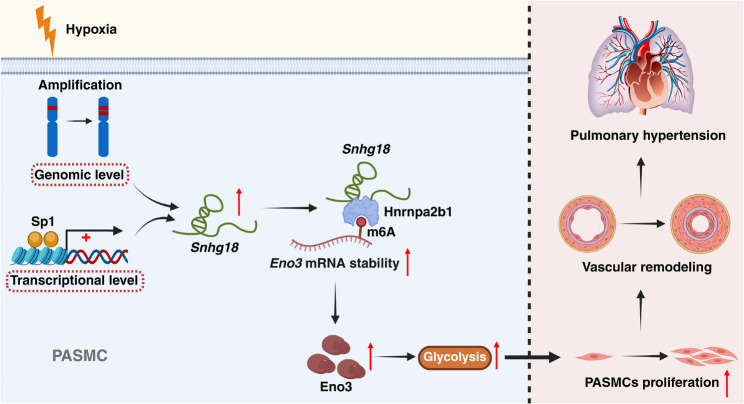
The schematic model of *Snhg18* in hypoxic pulmonary hypertension

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

The mass spectrometry proteomics data has been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD070529 (http://www.ebi.ac.uk/pride). The RNA-seq data has been deposited to the Gene Expression Omnibus (GEO) under accession number GSE305837 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE305837).

## Abbreviations

Snhg18: Small nucleolar RNA host gene 18
Eno3: Enolase 3
PH: Pulmonary hypertension
LncRNA: Long non-coding RNA
PASMC: Pulmonary artery smooth muscle cell
Sp1: Sp1 transcription factor
m6A: N6-methyladenosine
Hnrnpa2b1: Heterogeneous nuclear ribonucleoprotein A2/B1
AAV9: Adeno-associated virus 9
shRNA: Short-hairpin RNA
RVSP: Right ventricular systolic pressure
RVH: Right ventricular hypertrophy
mPASMC: Mouse pulmonary artery smooth muscle cell
HPASMC: Human pulmonary artery smooth muscle cell
siRNA: Small interfering RNA
ECAR: Extracellular acidification rate
HPH: Hypoxia-induced pulmonary hypertension
CNA: Copy number amplification
Mettl3: Methyltransferase 3

# Supplementary material for: Snhg18 promotes hypoxic pulmonary hypertension by enhancing glycolysis
**Source:** Respir Res. 2026 May 18;27:289. doi: 10.1186/s12931-026-03707-1

Full unedited gel for Figure 2D

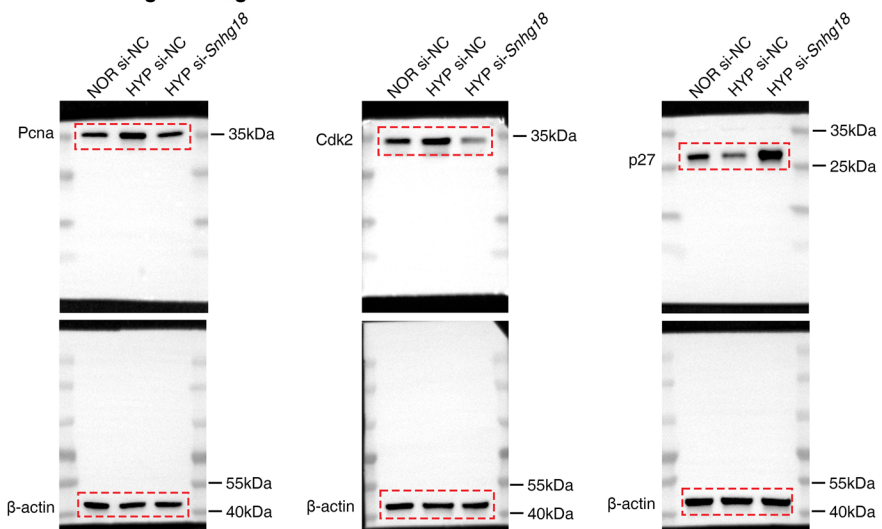

Full unedited gel for Figure 3E

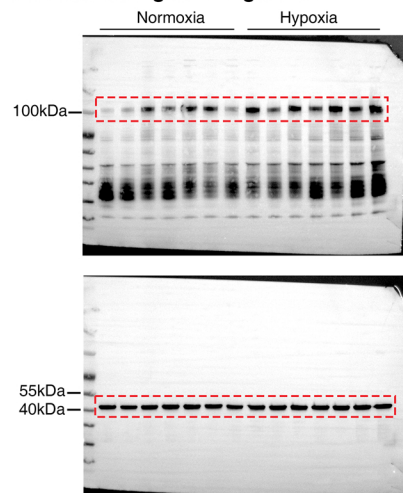

Full unedited gel for Figure 3G

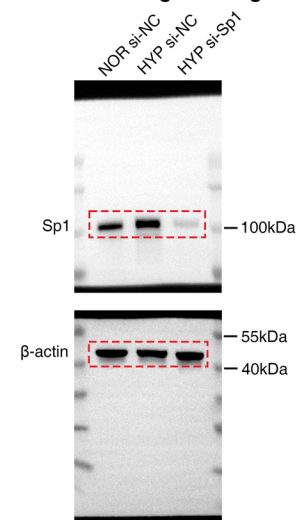

Full unedited gel for Figure 3I

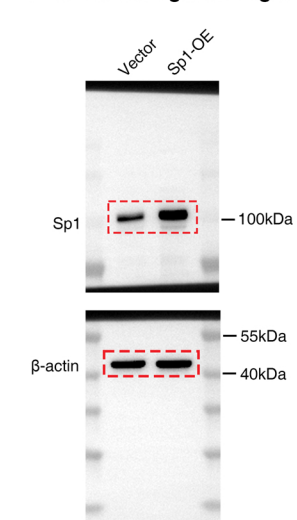

Full unedited gel for Figure 4A

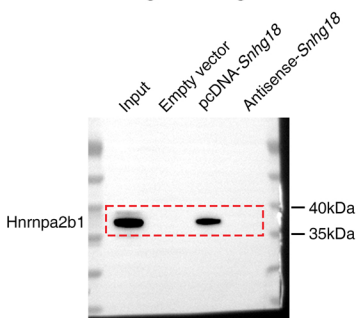

Full unedited gel for Figure 4D

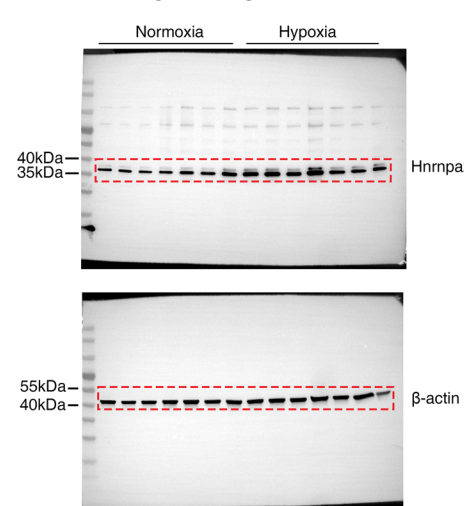

Full unedited gel for Figure 4G

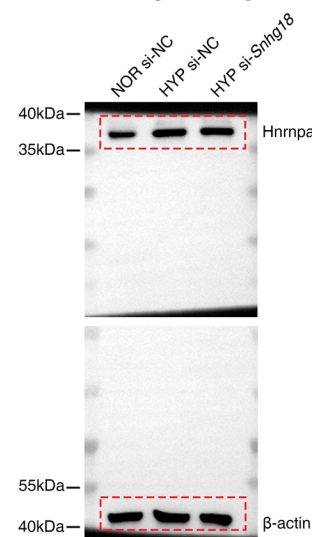

Full unedited gel for Figure 5E

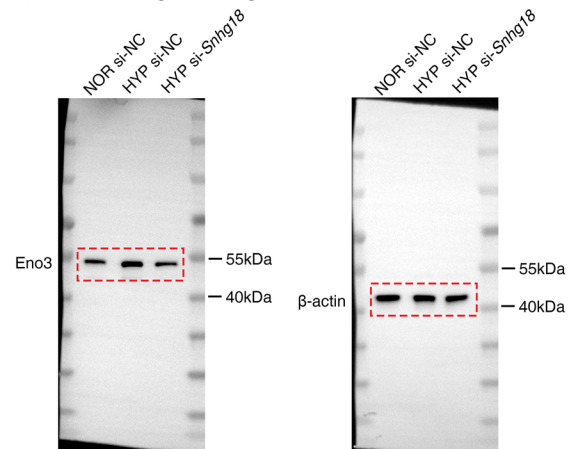

Full unedited gel for Figure 5F

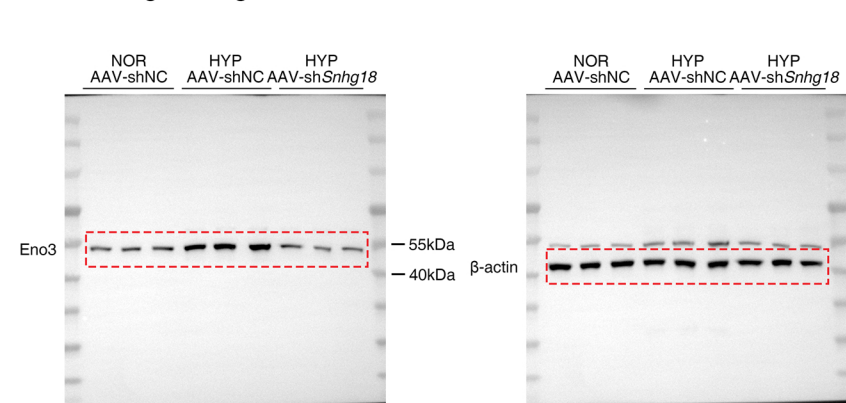

Full unedited gel for Figure 5H

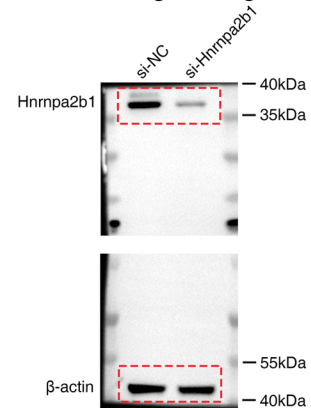

Full unedited gel for Figure 5J

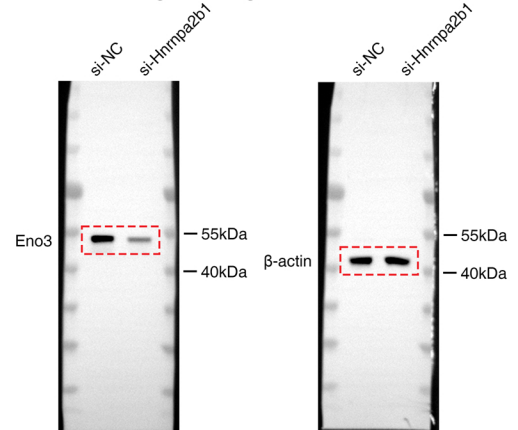

Full unedited gel for Figure 5K

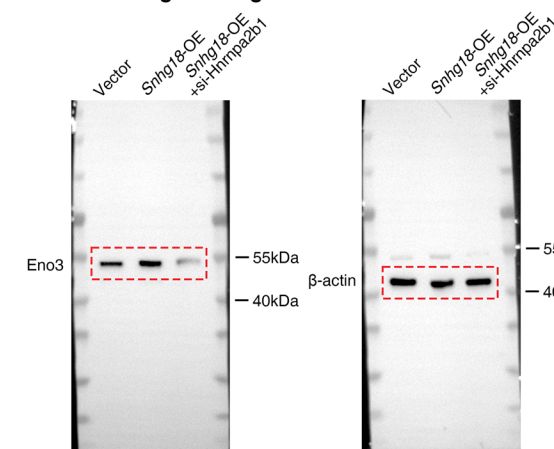

Full unedited gel for Figure 6B

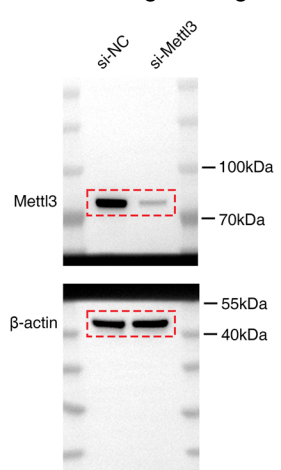

Full unedited gel for Figure 6D

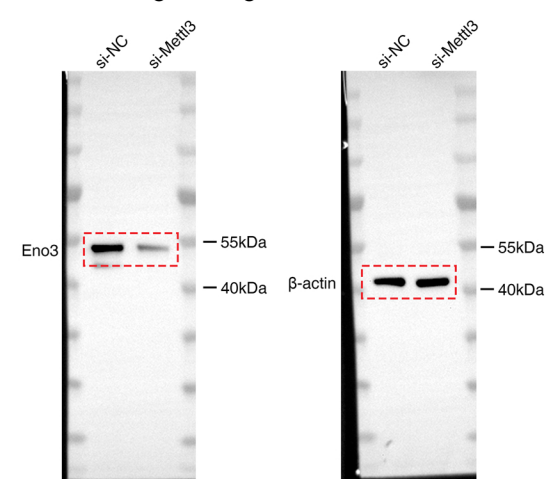

Full unedited gel for Figure 7A

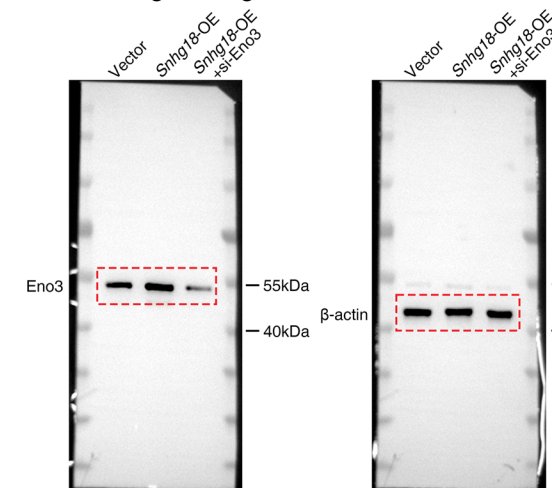

Full unedited gel for Figure 7D

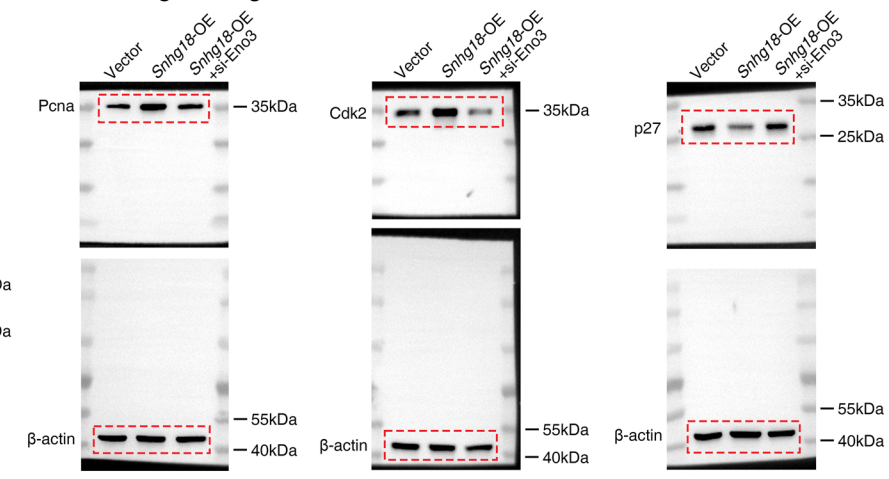

Full unedited gel for Figure S1D

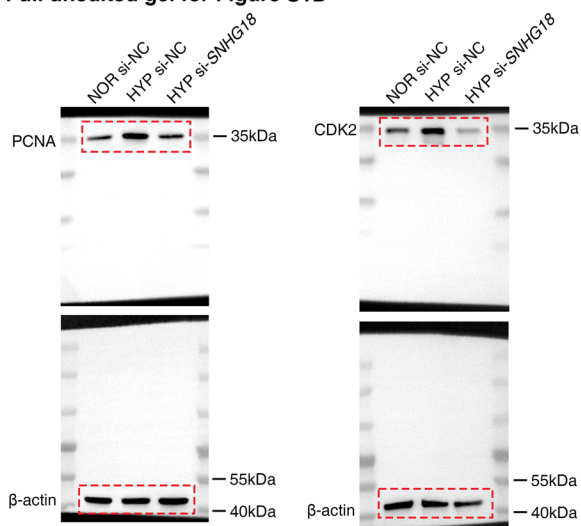

Full unedited gel for Figure S3A

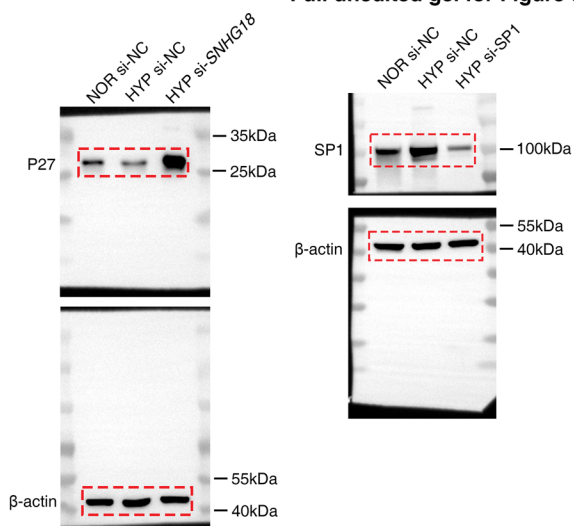

Full unedited gel for Figure S3C

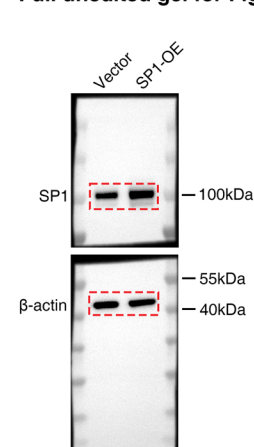

Full unedited gel for Figure S4B

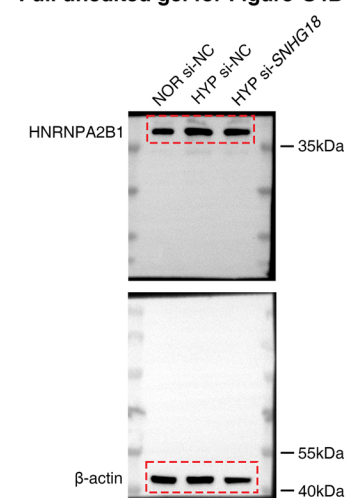

Full unedited gel for Figure S5B

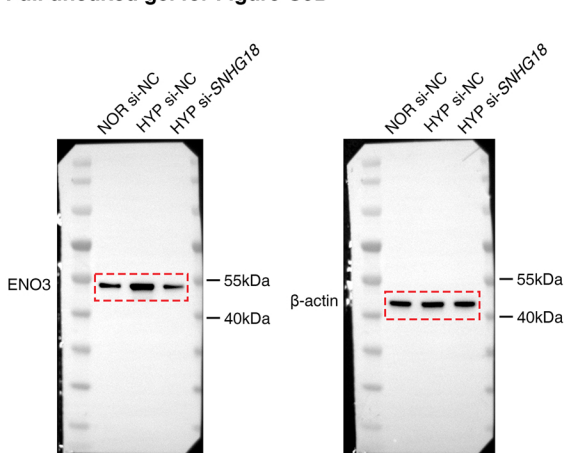

Full unedited gel for Figure S5C

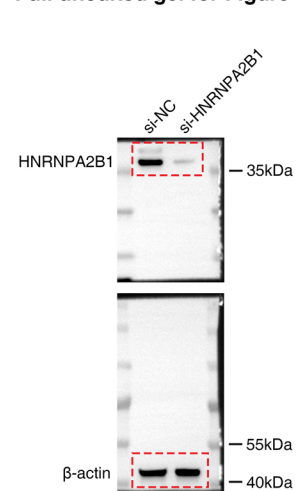

Full unedited gel for Figure S5E

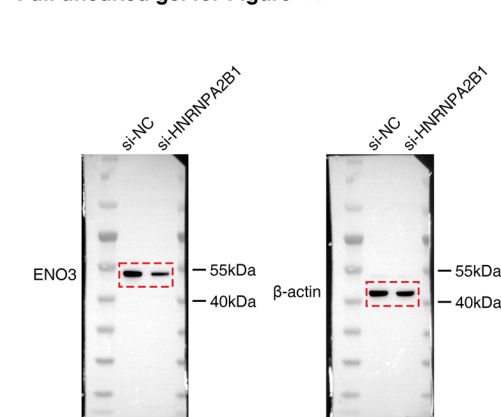

Full unedited gel for Figure S5H

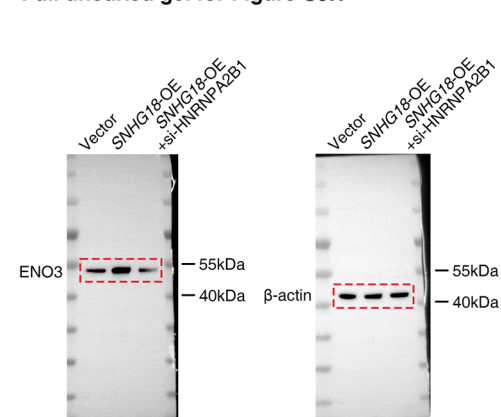

Full unedited gel for Figure S6A

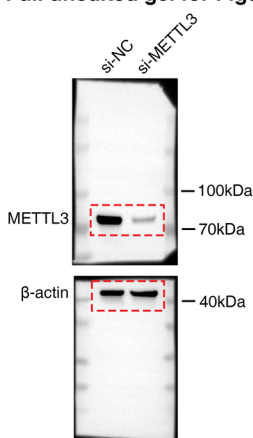

Full unedited gel for Figure S6C

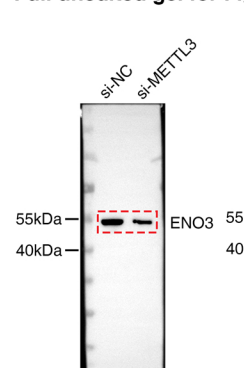

Full unedited gel for Figure S7A

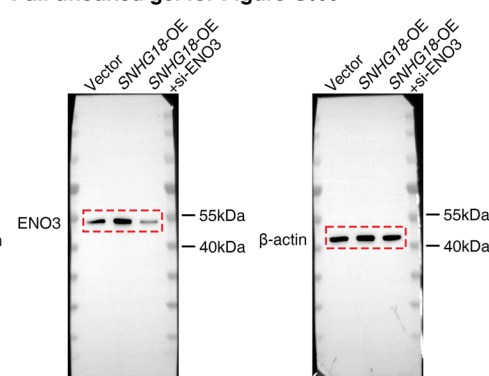

Full unedited gel for Figure S7D

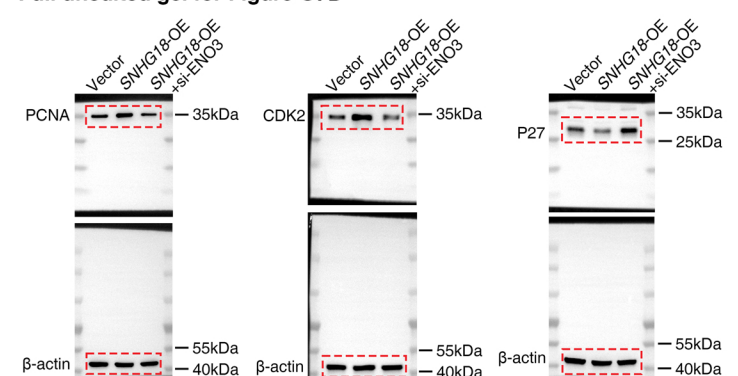

Full unedited gel for Figure S8A

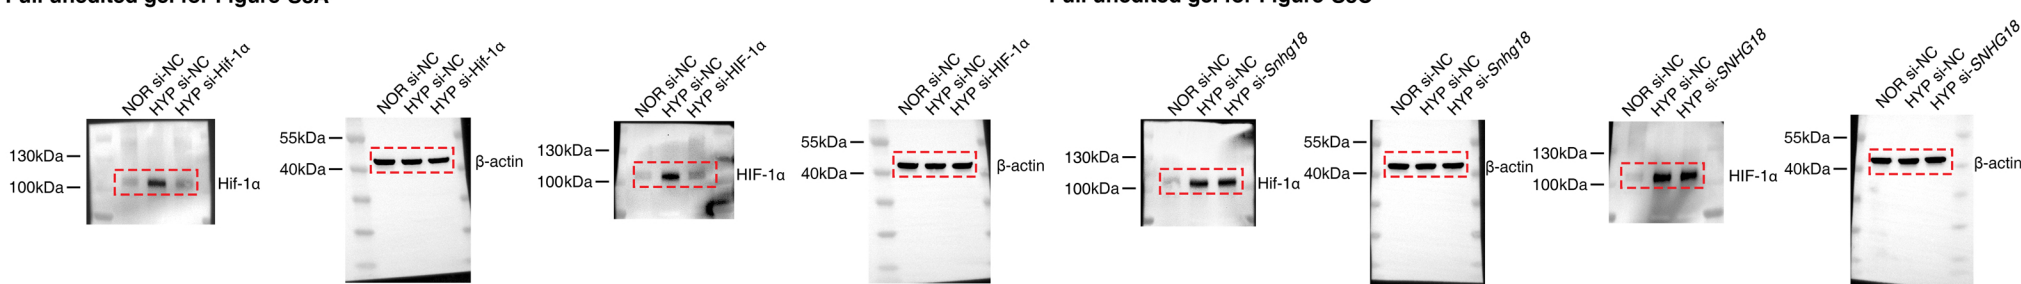

Full unedited gel for Figure S8C

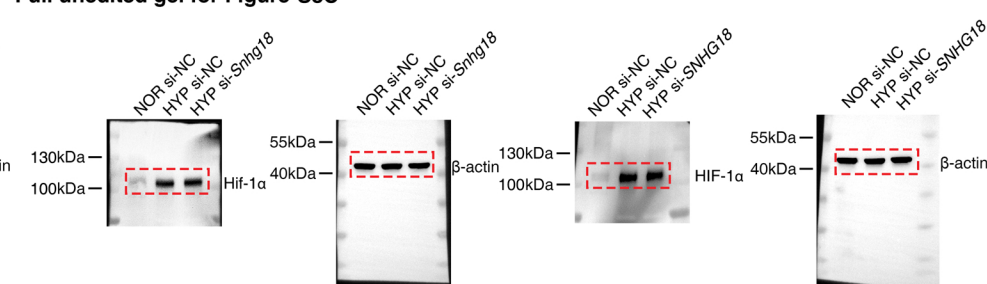

**Supplement:** Supplementary file 1 — Supplementary Material 1.

# Supplementary material for: Snhg18 promotes hypoxic pulmonary hypertension by enhancing glycolysis
**Source:** Respir Res. 2026 May 18;27:289. doi: 10.1186/s12931-026-03707-1
**Supplement:** Supplementary file 2 — Supplementary Material 2.

1 SUPPLEMENTAL INFORMATION

2 ***Snhg18* promotes hypoxic pulmonary hypertension by enhancing glycolysis**

3 Tianyu Qu<sup>1#</sup>, Kai Ma<sup>1#</sup>, Qiang Du<sup>2</sup>, Chun Zhang<sup>3</sup>, Ziling Shen<sup>1</sup>, Enze Wang<sup>1</sup>, Zhixuan  
4 Chen<sup>1</sup>, Pingsheng Chen<sup>4</sup>, Yingying Liu<sup>1\*</sup>, Ruifeng Zhang<sup>1\*</sup>

5 **Authors' Affiliations:**

6

8

11

13

14 <sup>#</sup> These authors contributed equally to this work.

15  
16 **\*Correspondence author:**

17 Ruifeng Zhang

23 Yingying Liu  
28 **Running title:** *Snhg18* promotes HPH by enhancing glycolysis.  
29  
30 **Content:**  
31 Figure S1-S9; Table S1-S3

**Figure S1**

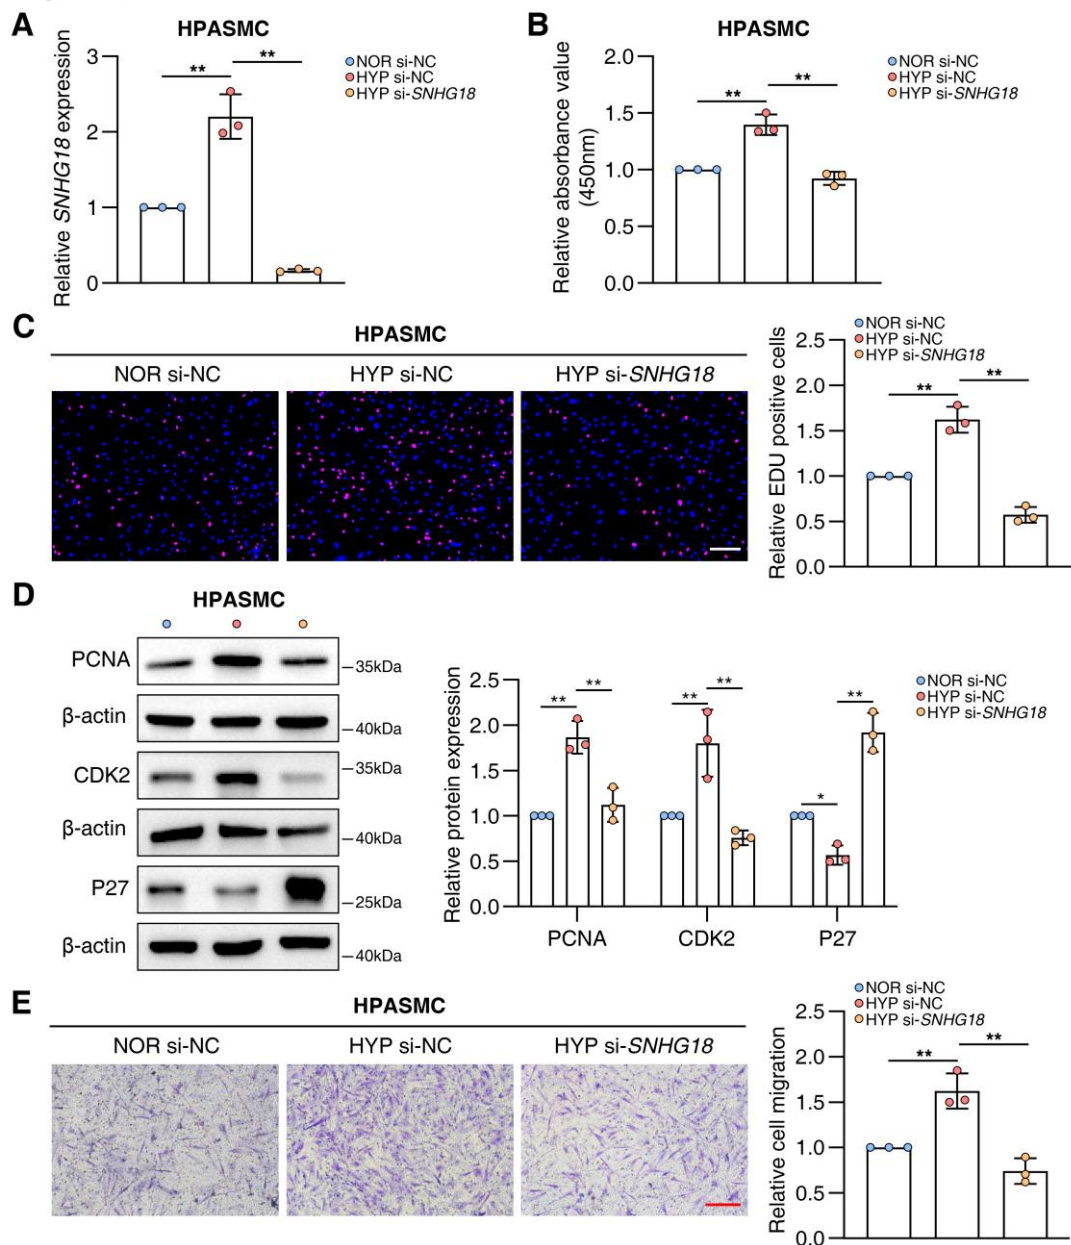

**Figure S1** *SNHG18* promotes HPASMC proliferation in hypoxia. (A) qRT-PCR analysis of *SNHG18* expression in HPASMCs after indicated treatments. (B) CCK8 assays determined the proliferation of HPASMCs after indicated treatments. (C) EDU assays determined the proliferation of HPASMCs after indicated treatments. Scale bar 200  $\mu$ m. (D) Western blot analysis and quantification of PCNA, CDK2, and P27 expression in HPASMCs. (E) Transwell assays determined the migratory ability of HPASMCs after indicated treatments. Scale bar 200  $\mu$ m. (A-E) The data were analyzed

40 using one-way ANOVA with Dunnett's multiple comparisons test. Data are presented  
41 as mean  $\pm$  SD. \*P < 0.05, \*\*P < 0.01. NOR indicates normoxia; and HYP, hypoxia.

42

43

44

45

46

47

48

49

50

51

52

53

54

**Figure S2**

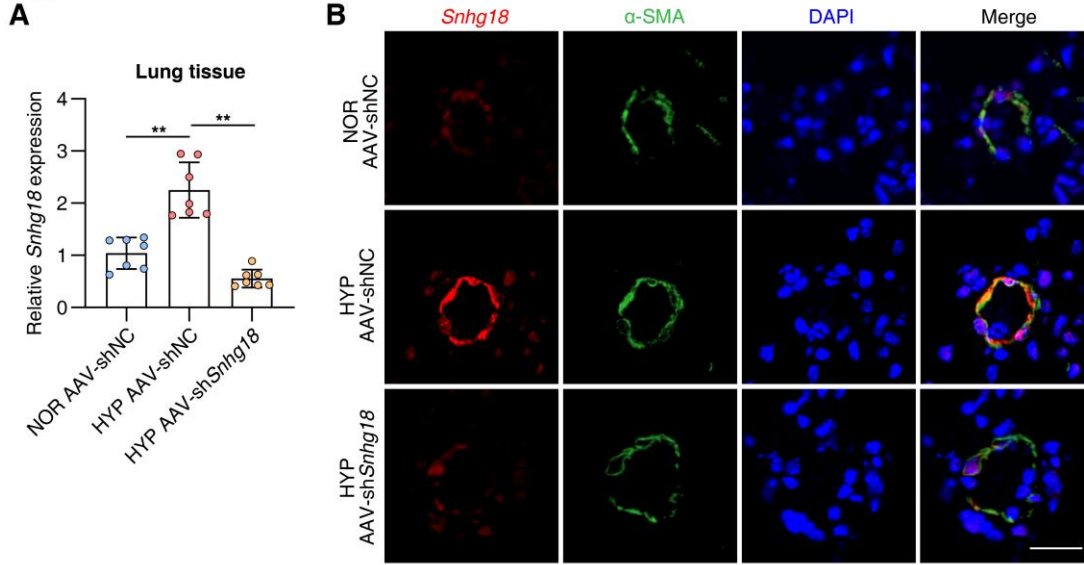

**Figure S2 The knockdown efficiency of *Snhg18* in vivo.** (A) qRT-PCR analysis of *Snhg18* expression in the mouse lung tissues (n=7). (B) RNA FISH-IF staining of PAs for *Snhg18* (red), α-SMA (green), and nuclei (blue). Scale bar 20 μm. (A) The data was analyzed using a one-way ANOVA with Dunnett's multiple comparisons test. Data are presented as mean ± SD. \*\*P < 0.01. NOR indicates normoxia; HYP, hypoxia; AAV, adeno-associated virus; and DAPI, 4',6-diamidino-2-phenylindole.

**Figure S3**

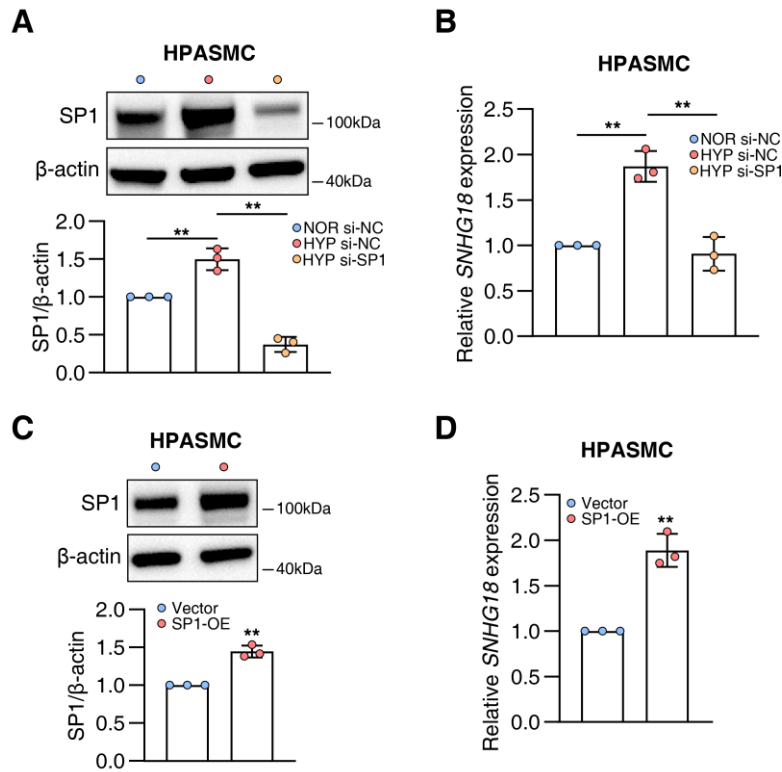

**Figure S3 Regulation of *SNHG18* expression by SP1 in HPASMCs.** (A) Western blot analysis and quantification of SP1 expression in HPASMCs. (B) qRT-PCR analysis of *SNHG18* expression in HPASMCs. (C) The efficiency of SP1 overexpression was validated by Western blot analysis in HPASMCs. (D) qRT-PCR analysis of *SNHG18* expression after SP1 overexpression in HPASMCs. (A, B) The data were analyzed using one-way ANOVA with Dunnett's multiple comparisons test. (C, D) The data were analyzed using two-tailed Student's t-test. Data are presented as mean  $\pm$  SD. \*\*P < 0.01. NOR indicates normoxia; HYP, hypoxia; and OE, overexpression.

**Figure S4**

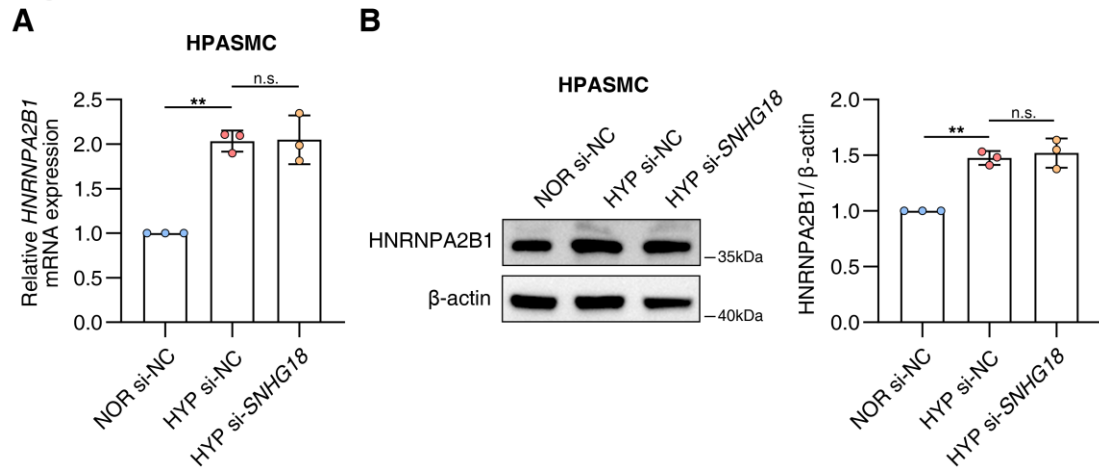

**Figure S4 The expression of HNRNPA2B1 after *SNHG18* knockdown in HPASCs. (A) qRT-PCR analysis of *HNRNPA2B1* expression in HPASCs. (B) Western blot analysis and quantification of HNRNPA2B1 expression in HPASCs. (A, B) The data were analyzed using one-way ANOVA with Dunnett's multiple comparisons test. Data are presented as mean  $\pm$  SD. \*\*P < 0.01. n.s., not significant. NOR indicates normoxia; and HYP, hypoxia.**

**Figure S5**

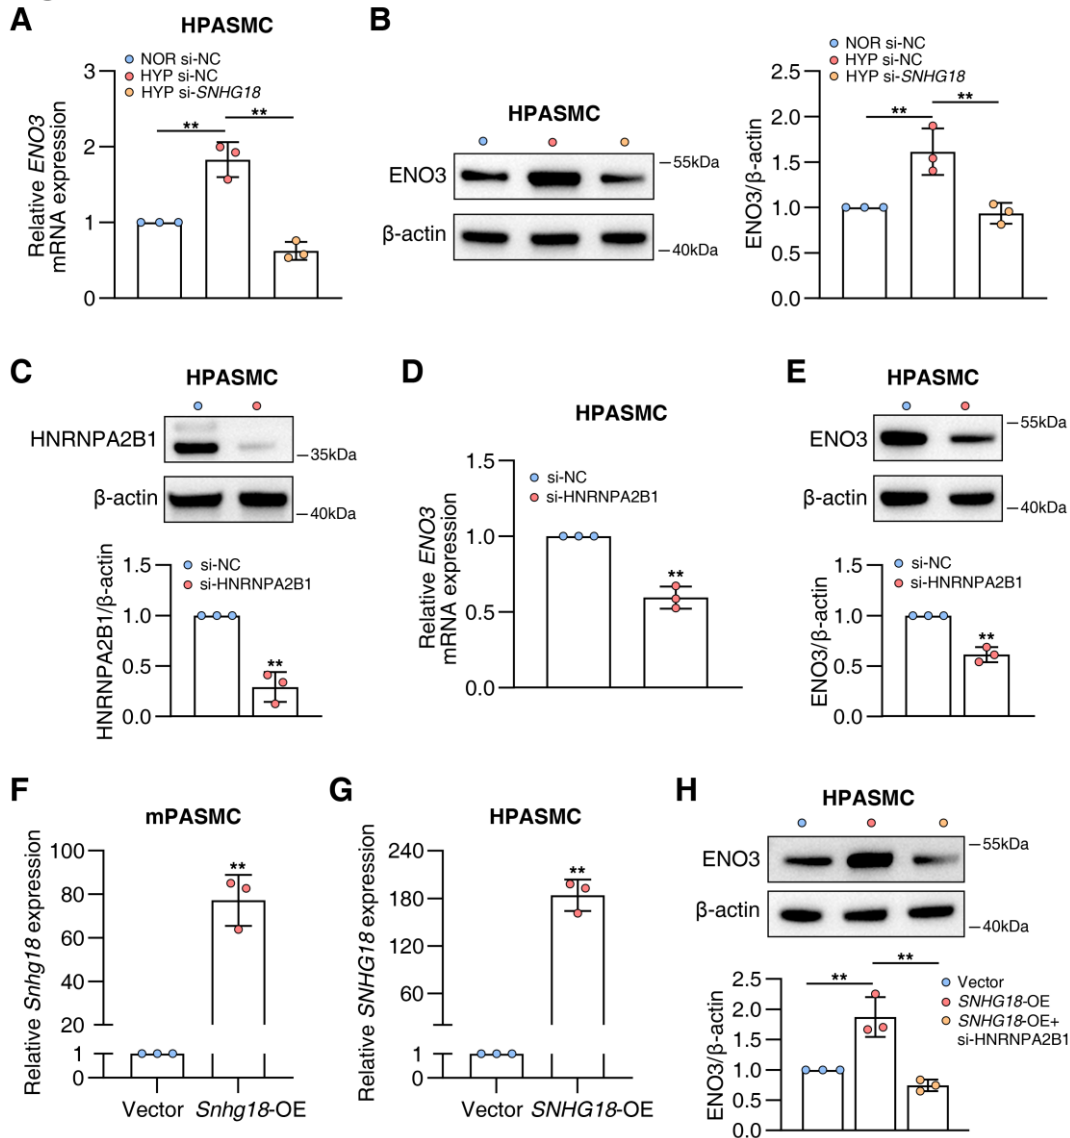

**Figure S5 The regulation of *SNHG18*/HNRNPA2B1/*ENO3* axis in HPASMCs. (A)**

qRT-PCR analysis of *ENO3* expression in HPASMCs after indicated treatments. (B)

Western blot analysis and quantification of *ENO3* expression in HPASMCs after

indicated treatments. (C) The efficiency of knockdown of HNRNPA2B1 was validated

by Western blot analysis in HPASMCs. (D) qRT-PCR analysis of *ENO3* expression

after inhibition of HNRNPA2B1 in HPASMCs. (E) Western blot analysis and

quantification of *ENO3* expression after inhibition of HNRNPA2B1 in HPASMCs. (F)

The efficiency of overexpression of *Snhg18* was validated by qRT-PCR analysis in

mPASCs. **(G)** The efficiency of overexpression of *SNHG18* was validated by qRT-PCR analysis in HPASCs. **(H)** Western blot analysis and quantification of ENO3 expression in HPASCs after indicated treatments. **(A, B, H)** The data were analyzed using one-way ANOVA with Dunnett's multiple comparisons test. **(C-G)** The data were analyzed using two-tailed Student's t-test. Data are presented as mean  $\pm$  SD. \*\*P < 0.01. NOR indicates normoxia; HYP, hypoxia; and OE, overexpression.

**Figure S6**

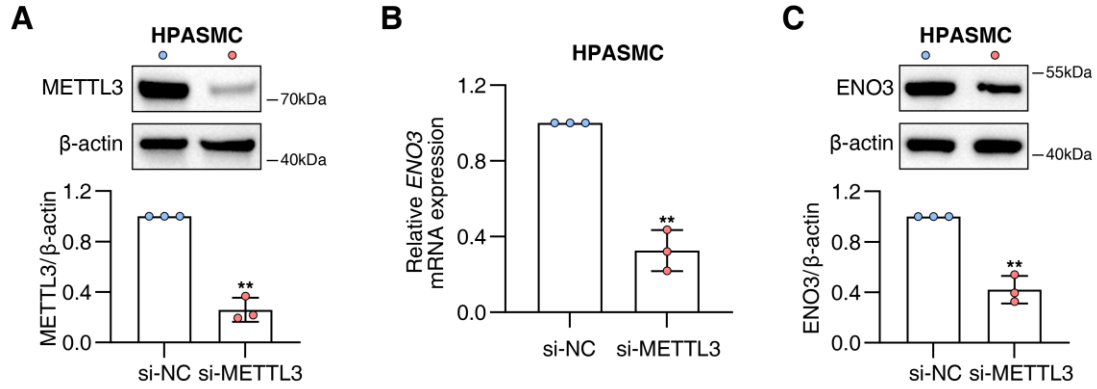

**Figure S6 The expression of ENO3 after METTL3 knockdown in HPASMCs. (A)**

The efficiency of METTL3 knockdown was validated by Western blot analysis in

HPASMCs. (B) qRT-PCR analysis of *ENO3* expression after inhibition of METTL3 in

HPASMCs. (C) Western blot analysis and quantification of ENO3 expression after

inhibition of METTL3 in HPASMCs. (A-C) The data were analyzed using two-tailed

Student's t-test. Data are presented as mean  $\pm$  SD. \*\*P < 0.01.

**Figure S7**

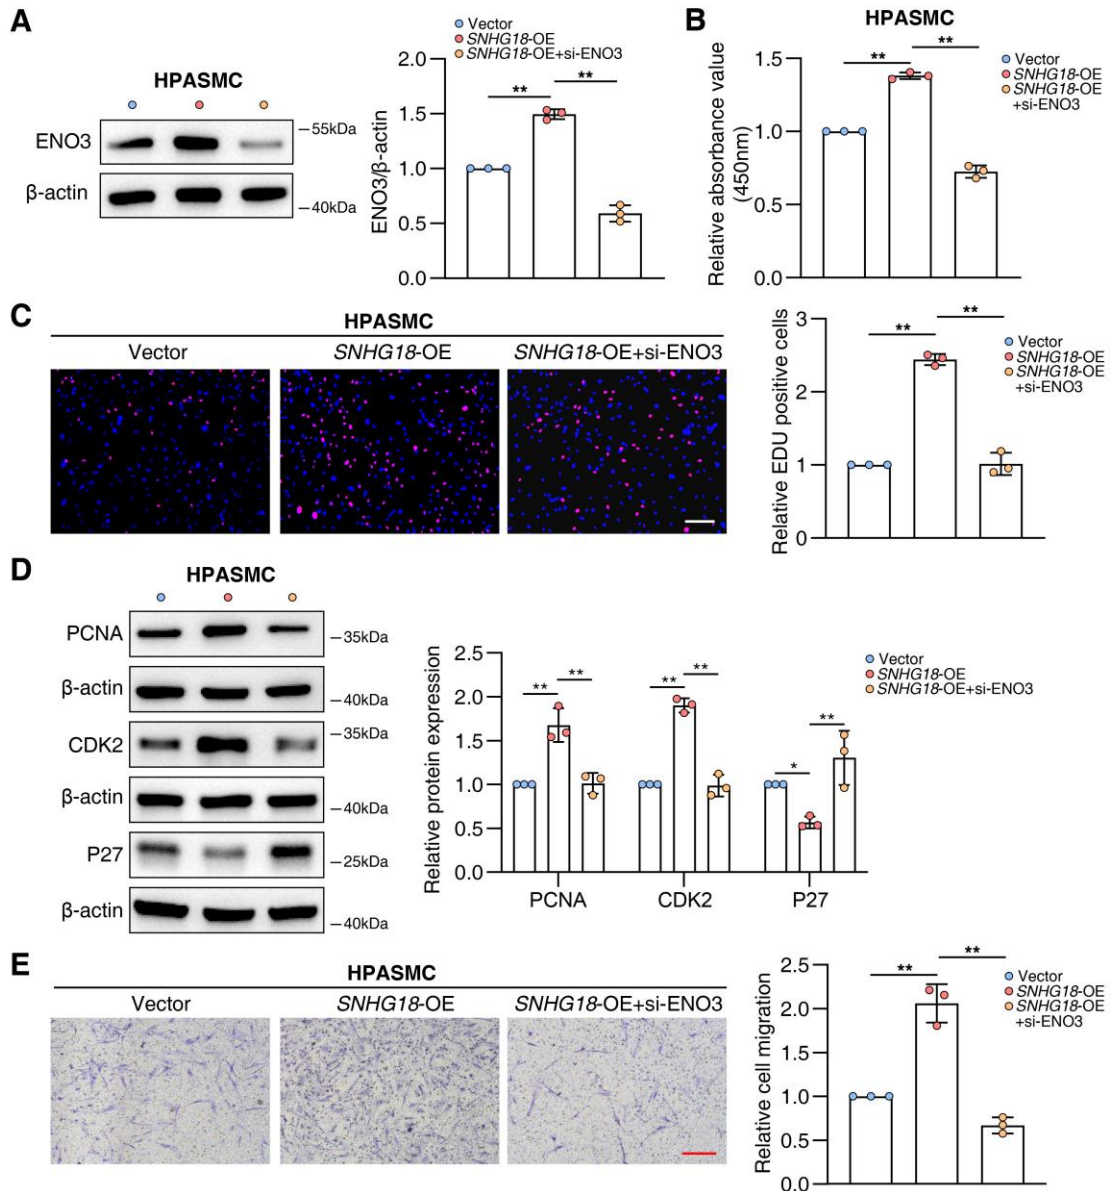

**Figure S7 ENO3 attenuates SNHG18-mediated HPASMC proliferation. (A)**

Western blot analysis and quantification of ENO3 expression in HPASMCs. **(B)** CCK8

assays determined the proliferation of HPASMCs after indicated treatments. **(C)** EDU

assays determined the proliferation of HPASMCs after indicated treatments. Scale bar

200  $\mu$ m. **(D)** Western blot analysis and quantification of PCNA, CDK2, and P27

expression in HPASMCs. **(E)** Transwell assays determined the migratory ability of

HPASMCs after indicated treatments. Scale bar 200  $\mu$ m. **(A-E)** The data were analyzed

119 using one-way ANOVA with Dunnett's multiple comparisons test. Data are presented  
120 as mean  $\pm$  SD. \*P < 0.05, \*\*P < 0.01. OE indicates overexpression.

121

122

123

124

**Figure S8**

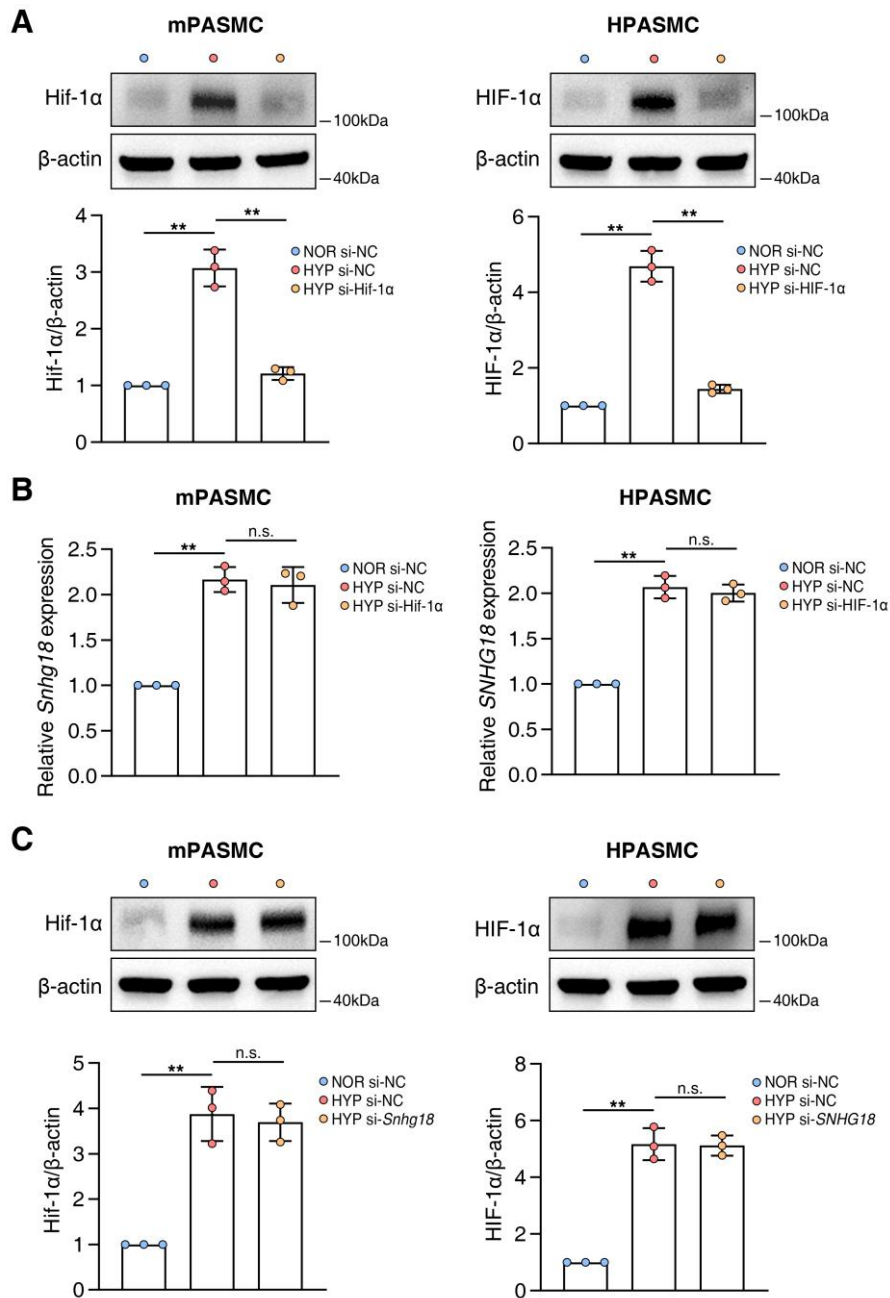

**Figure S8 The relationship between HIF-1 $\alpha$  and *Snhg18*.** (A) The efficiency of Hif-1 $\alpha$  knockdown was validated by Western blot analysis in mPASCs and HPASCs. (B) qRT-PCR analysis of *Snhg18* expression after Hif-1 $\alpha$  knockdown in mPASCs and HPASCs. (C) Western blot analysis and quantification of Hif-1 $\alpha$  expression after *Snhg18* knockdown in mPASCs and HPASCs. Data are presented as mean  $\pm$  SD.

\*\* $p$ <0.01. n.s., not significant. NOR indicates normoxia; and HYP, hypoxia.

**Figure S9**

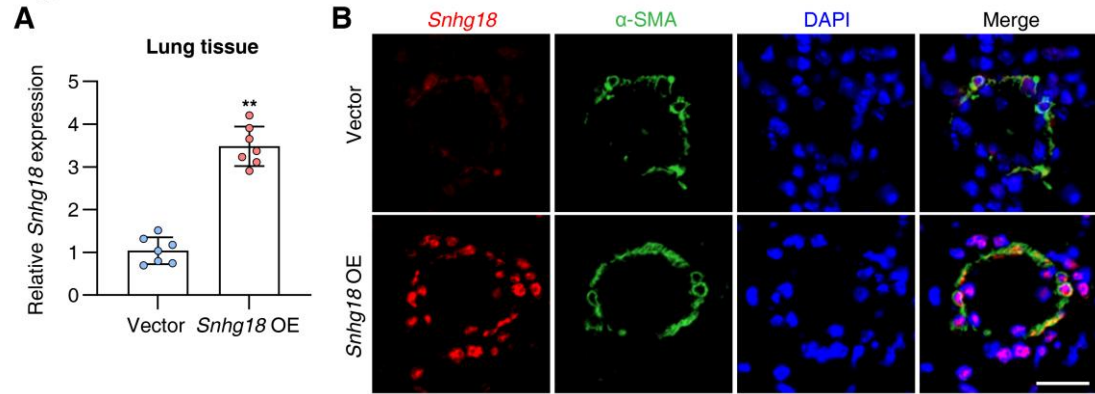

**Figure S9 The efficiency of *Snhg18* overexpression in vivo.** (A) qRT-PCR analysis of *Snhg18* expression in the mouse lung tissues (n=7). (B) RNA FISH-IF staining of PAs for *Snhg18* (red),  $\alpha$ -SMA (green), and nuclei (blue). Scale bar 20  $\mu$ m. (A) The data was analyzed using two-tailed Student's t-test. Data are presented as mean  $\pm$  SD. \*\*P < 0.01. OE indicates overexpression, and DAPI, 4',6-diamidino-2-phenylindole.

|              |        |   |   |      |        |
|--------------|--------|---|---|------|--------|
| Spata31h-ps1 | 5.6567 | 1 | 1 | 0.3  | 393.85 |
| Naca         | 5.6492 | 1 | 1 | 7    | 23.384 |
| Ncbp2        | 5.6458 | 1 | 1 | 4.2  | 19.109 |
| Rpl24        | 5.6447 | 1 | 1 | 5.1  | 17.779 |
| Dhx8         | 5.6423 | 1 | 1 | 1.3  | 134.36 |
| RTRAF        | 5.641  | 1 | 1 | 3.3  | 28.152 |
| Eno1         | 5.6379 | 1 | 1 | 2.2  | 39.782 |
| Kif4         | 5.6371 | 1 | 1 | 0.8  | 139.52 |
| Ahsg         | 5.637  | 1 | 1 | 6.1  | 12.61  |
| Ip6k2        | 5.6354 | 1 | 1 | 6    | 46.515 |
| Rps9         | 5.6352 | 1 | 1 | 5.9  | 16.206 |
| Lrrn2        | 5.6245 | 1 | 1 | 2.1  | 81.122 |
| Nhp2         | 5.6241 | 1 | 1 | 11.1 | 17.247 |
| Myt1         | 5.6202 | 1 | 1 | 1.1  | 86.288 |

**Table S2: The clinical characteristics of COPD-PH patients and healthy controls.**

|                      | Control (n=30) | COPD-PH (n=30) |
|----------------------|----------------|----------------|
| Age (year)           | 69.40±12.23    | 75.03±9.61     |
| Sex (male)           | 19 (63.33%)    | 20 (66.67%)    |
| sPAP (mmHg)          | N/A            | 54.07±16.15    |
| WHO functional class |                |                |
| I                    | N/A            | 1 (3.33%)      |
| II                   | N/A            | 7 (23.33%)     |
| III                  | N/A            | 19 (63.33%)    |
| IV                   | N/A            | 3 (10%)        |

COPD-PH, pulmonary hypertension secondary to chronic obstructive pulmonary disease

sPAP, systolic pulmonary artery pressure

**Table S3: Oligonucleotides sequences summary**

| Gene                         | Forward primer              | Reverse primer         |
|------------------------------|-----------------------------|------------------------|
| Sequences of qRT-PCR primers |                             |                        |
| Mouse                        |                             |                        |
| <i>Snhg18</i>                | GATTGTCTGACCCTGCCCAT        | TAAAACCGAAGCAGCACCGA   |
| <i>Hnrnpa2b1</i>             | CAGGGTAGTTGAGCCAAAACG       | TTCCAGACTGCCTATCGGTAA  |
| <i>Eno3</i>                  | CACAGCCAAGGGTCGATTCC        | CCCAGGTATCGTGCTTTGTCT  |
| <i>β-actin</i>               | GGCTGTATTCCCCTCCATCG        | CCAGTTGGTAACAATGCCATGT |
| <i>18S</i>                   | CATTCGAACGTCTGCCCTATC       | CCTGCTGCCTTCCTTGGA     |
| Human                        |                             |                        |
| <i>SNHG18</i>                | CTGGTCAGAGGGTTGCACTT        | TGAACTTGGCTGTGAGGTGG   |
| <i>HNRNPA2B1</i>             | ATTGATGGGAGAGTAGTTGAGCC     | AATTCCGCCAACAAACAGCTT  |
| <i>ENO3</i>                  | TATCGCAATGGGAAGTACGATCT     | AAGCTCTTATACAGCTCTCCGA |
| <i>β-actin</i>               | CATGTACGTTGCTATCCAGGC       | CTCCTTAATGTCACGCACGAT  |
| Sequences of siRNAs          |                             |                        |
| Mouse                        |                             |                        |
| si- <i>Snhg18</i>            | CCUGGCAUAUGUUACAGUAACCAUUTT |                        |
| si- Sp1                      | CCAAUGCCAAUAGUUAUUCAATT     |                        |
| si-Hnrnpa2b1                 | AAGAAAGUUUGAGAAACUA         |                        |
| si-Eno3                      | ACCGAGAAUAAGUCCAAGUUUTT     |                        |
| si-Mettl3                    | CAAGGAAGAGTGCATGAAA         |                        |
| si-Hif-1α                    | CCAUGUGACCAUGAGGAAATT       |                        |
| Human                        |                             |                        |
| si- <i>SNHG18</i>            | CCACTTGGATTTACCAAAA         |                        |
| si-SP1                       | CAGCUUGGUAUCAUCACAATT       |                        |
| si-HNRNPA2B1                 | GAGGTGGTTATGACAACATA        |                        |
| si-ENO3                      | CCAACAUCCUGGAGAACAATT       |                        |
| si-METTL3                    | GCUACCUGGACGUCAGUAUTT       |                        |
| si-HIF-1α                    | GAAGGAACCTGATGCTTTA         |                        |
| Sequences of shRNAs          |                             |                        |
| sh <i>Snhg18</i>             | CCTCAGCAGTAAATATCTGCA       |                        |
| Sequences of ChIP primers    |                             |                        |
| <i>Snhg18</i> -promoter      | GTGAGCGGGCCCAGAG            | GAGTGTTTGGGGGTCCCATC   |

How the deposited data were processed for this re-analysis (not part of the article)

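RNA sequencing of mPASMCs transfected with si-NC or si-*Snhg18* was analysed, with 3 libraries in each group. The authors prepared the libraries with the TruSeq Stranded mRNA kit and deposited the counts of reads per gene as whole numbers, without normalization, together with the exon length of each gene and its position on GRCm38. The paper's text does not name the aligner, the counting program, the strand setting or any filter on the reads, so reads shared by related genes, or by genes that overlap on opposite strands, may be divided between them in a way that the counts do not show. The other experiments of the paper were not analysed here. The transfected siRNA of each library and its replicate number were taken from the sample labels. All columns of counts belonged to these 6 libraries.

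The total per library ranged from 18097718 to 25988746 counted reads, and si-*Snhg18* 3 was the smallest. A count of 3 reads was taken as the smallest level a library can show, and such floors cover counting error only, since the reads carry no molecular identifiers. With 3 libraries per group, an exact permutation test of a single value cannot give a two-sided p under 0.1.

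Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10, counts were normalized by TMM, and the groups were compared with glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over the 14531 genes kept. The common biological coefficient of variation was 0.218. Differentially expressed genes had an adjusted p-value under 0.05 and at least a 1.5-fold change. CPM values are normalized by TMM, and log2 CPM values carry a prior count of 2. Reactome sets of 10 to 500 tested genes, as shipped with fgsea 1.28.0, were tested for over-representation with one-sided Fisher's exact tests against the 4544 tested genes in any set, and as whole sets with camera in limma 3.58.1. The glycolytic, vessel remodeling and HIF target lists and the cell type markers were compiled by hand. Oligonucleotides were matched exactly to the annotated transcripts of GRCm38.

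The genes named in the text were set by a rule. They are *Snhg18* and *Eno3*, genes the paper measured, the glycolytic list, members of the vessel remodeling list that were differentially expressed, the contractile genes *Acta2*, *Tagln*, *Myh11* and *Cnn1*, tested genes within 500 kb of *Snhg18*, the 5 largest rises and the 5 largest falls among differentially expressed genes with a mean log2 CPM of at least 1 and groups that do not overlap, the 3 smallest p-values in each direction, and up to 3 members of a named set. *Cd53*, the HIF targets and the other marker genes fall outside this rule and were chosen after values had been seen.

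The libraries of each group carry repeat numbers 1 to 3 in their labels, and the pairing of libraries comes from these numbers. The paper does not state that same-numbered libraries share a culture, so the fit without the block was the planned one, and the fit with the replicate number as a block is given beside it.

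Alternatives set before the data were examined were DESeq2 1.42.0, RLE factors, library totals without TMM factors, the likelihood ratio test, limma-voom with and without sample weights, other filters on low counts, the replicate block, a test against 1.5-fold, other thresholds, other gene set lists and tests, and leaving out each library in turn. DESeq2 with the replicate block, the test against 1.5-fold with the replicate block, offsets for GC content and exon length with and without the block, and thinning every library to 18097718 reads were added after seeing the data.

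The tests were also tried on simulated data. Counts were drawn from the means and totals of the libraries, with 200 genes changed by 1 on the log2 scale, in 3 simulations of each kind. With dispersions that varied from gene to gene as estimated, the quasi-likelihood test recovered 39.7% of the changed genes, and 8.11% of its calls were false, over 14207 tested genes. With the block it recovered 27.3%, with 9.89% false. In the same simulations, which had no effect of the replicate number, 27.4% of the calls of DESeq2 and 25.5% of those of the likelihood ratio test were false, against 11.1% and 8.16% with dispersions on the trend. With the block these shares were 29.5% and 33.3%, against 6.58% and 7.85% on the trend. The requirement on the rate of false calls was at first set for all of the tests, and was limited to the planned quasi-likelihood test after these rates had been seen. When an effect of the replicate number was simulated, the quasi-likelihood test recovered 30.7% of the changed genes without the block and 77.5% with it, over 14221 genes, and 0% and 9.36% of the calls were false. The share of false calls of DESeq2 was then 0% without the block and 6.95% with it, and that of the likelihood ratio test 0% and 17.9%. The block thus costs power where same-numbered libraries share nothing and gains it where they do.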

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

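The tests of GC content, gene length and depth were added after the counts had been examined and before their own results were seen. The list of marker genes was written after the values of *Cd53*, one of its members, had been seen, and the test of *Lmo2* and *Wnt10a* against the markers was added after their values had been seen.

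*Lmo2* had the largest rise by the rule for named genes, a log2 fold change of 3.81, and the paper does not discuss it. It went from 0.295 ± 0.0407 CPM (SD, n = 3) in si-NC cells to 4.23 ± 1.48 CPM (SD, n = 3) in si-*Snhg18* cells, with an adjusted p of 0.00761 from edgeR's quasi-likelihood test, and it was higher in si-*Snhg18* cells in 3 of 3 same-numbered pairs. *Wnt10a* had the largest fall by that rule, a log2 fold change of -1.97, and is not discussed either. It went from 3.19 ± 0.558 to 0.822 ± 0.301 CPM (SD, n = 3 each, adjusted p = 0.0255 from edgeR's quasi-likelihood test), lower in 3 of 3 pairs. Both genes have few reads. With each library left out in turn, *Lmo2* stayed between 3.51 and 4.01 and *Wnt10a* between -2.21 and -1.71, with adjusted p-values from 0.00543 to 0.07 and from 0.0135 to 0.123.

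Technical explanations were weighed on all genes with an adjusted p under 0.05. After offsets for GC content and gene length, 79.8% of them kept an adjusted p under 0.05. Of the 3954 genes that passed with the replicate number as a block, 91.5% still passed with the block after these offsets. After every library was thinned to the total of the smallest, 90.4% of the genes of the fit without the block kept an adjusted p under 0.05. *Lmo2* was at 3.81 and *Wnt10a* at -2.04 after the offsets without the block, and at 3.64 and -1.95 after thinning, each with an adjusted p of at most 0.0242 from edgeR's quasi-likelihood test. Most of the calls thus remained after these corrections. The offsets did not move *Lmo2*, so its value after them is no further test. The 10 genes with the most reads took at most 6.67% of a library, so a few genes did not take most of the counts. The leukocyte marker *Ptprc* had at most 8 reads in a library and the endothelial marker *Pecam1* at most 14, but other listed markers had more, with up to 2748 for *Cd53*, 1244 for *Cd14*, 216 for *Csf1r* and 247 for the endothelial *Cdh5*. Of 33 markers of cell types other than smooth muscle, 16 had enough reads to be tested, and the other 17 had at most 14 reads in a library. The largest rise among the tested ones was a log2 fold change of 1.04 for *Kdr* (adjusted p = 0.247 from edgeR's quasi-likelihood test), so RNA of other cells with these markers does not account for the rise of *Lmo2*. The largest fall was -1.78 for the epithelial marker *Krt18* (adjusted p = 0.226 from the same test), within 2 standard errors of the fall of *Wnt10a*. *Krt18* fell in 3 of 3 pairs (adjusted p = 0.00216 with the replicate block), but its groups overlap, it also differed between replicate numbers, and the other epithelial markers had at most 11 reads. The endothelial marker *Tek*, with at most 32 reads, fell by 1.47 while *Cdh5* was at 0.05. The endothelial markers thus do not move together, nor do the leukocyte markers, with *Cd53* at -1.10 and *Cd14* at 0.59. This gives a change in the share of those cells little support. Of the fibroblast markers, *Pdgfra* (-0.344), *Lum* (-0.435), *Col1a1* (-0.602) and *Col3a1* (-0.682) fell, and *Dcn* was at 0.062. Their adjusted p-values were 0.189 to 0.807 from edgeR's quasi-likelihood test, so a lower share of fibroblasts was neither shown nor excluded. For *Wnt10a*, the markers cannot tell its fall apart from a change in the share of other cells. Among the 4 splits of the 6 libraries that part all same-numbered pairs, 1 gave as many genes with an adjusted p under 0.05, the real one, both without and with the block. The other 6 splits part only 1 pair each and gave 0 genes without the block. The other 3 of the 4 gave 0 genes, the clearest result this comparison can give. As 4 splits cannot give a share under 0.05 whatever the counts, this comparison alone cannot tell the differences apart from a chance arrangement of the libraries. As both genes were picked and tested on the same data, a response to si-*Snhg18* remains a hypothesis for them. Since a single siRNA was sequenced, a response to the loss of *Snhg18* cannot be separated from other effects of that siRNA.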

How the results depend on the processing

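*Snhg18* and *Eno3* were lower in si-*Snhg18* cells under all alternatives. Their log2 fold changes ranged from -1.18 to -1.06 and from -1.34 to -1.10 over 13 alternatives each, with adjusted p-values of at most 0.00857 and 0.00978. Across the 6 fits that each left out one library, they ranged from -1.14 to -1.06 and from -1.26 to -1.07, and both lost an adjusted p under 0.05 without si-NC 1, without si-NC 3 and without si-*Snhg18* 3.

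The numbers of genes depended on the processing. Without the replicate block, 1069 genes had an adjusted p under 0.05, with 250 at least 1.5-fold higher and 283 at least 1.5-fold lower. With the replicate number as a block the numbers were 3954, 616 and 850, with DESeq2 2069, 420 and 497, and with sample weights (voomWithQualityWeights) 6049, 945 and 1323. The likelihood ratio test gave 379 higher and 464 lower genes. The test against 1.5-fold (glmTreat) gave 1 higher and 3 lower, and a 2-fold threshold 89 and 82. An adjusted p under 0.01 left 117 genes. Of the alternatives chosen after seeing the data, DESeq2 with the replicate block gave 3102, 537 and 753, offsets for GC content and gene length with the replicate block gave 3892, 652 and 837, and the test against 1.5-fold with the replicate block gave 72 higher and 101 lower. RLE factors, library totals without TMM factors, limma-voom, the other filters on low counts, the offsets without the block and thinning kept each of these 3 numbers within 1.5 times.

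Across the 6 fits that each left out one library, the genes with an adjusted p under 0.05 ranged from 0 to 3282, those higher from 0 to 714 and those lower from 0 to 1065. In the fits with 0, the genes with an unadjusted p under 0.05 were 2512, 2731 and 2464. Of the 533 differentially expressed genes, between 0 and 504 kept their call, and 0 changed sign. The cause was not tested.

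The 0 over-represented Reactome sets became 1 with the genes of DESeq2 and 2 with those of the replicate block. The 0 sets of camera became 26 with fgsea, 26 with the replicate block, and from 0 to 24 across the fits that left out one library. The cause was not tested. The median log2 fold change of the Glycolysis set, 0.0443, was -0.0235 without si-*Snhg18* 1 and ranged from -0.0235 to 0.1092 across those fits. The difference for siRNA seed matches, -7e-04, ranged from -0.0159 to 0.0129 across them and was above 0 in 3 of them, at 0.0129, 0.0027 and 0.0058. Neither had a p under 0.05 in any of these fits.

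Among the 35 other genes that were followed over these settings, signs changed only for values near 0. They do not include every gene named in the text. Across the fits that left out one library, *Eno1* ranged from -0.13 to 0.07, above 0 without si-*Snhg18* 2. *Pcna* ranged from -0.04 to 0.08, at -0.04 without si-NC 3 and -0.02 without si-*Snhg18* 1, and was -0.01 with sample weights. *Cdkn1b* ranged from -0.04 to 0.12, at -0.03 without si-NC 1 and -0.04 without si-*Snhg18* 2. In the 453 other comparisons apart from leaving out libraries, 2 became weaker and 23 stronger, and in the 210 that left out one library, 82 became weaker and 5 stronger. *Lmo2* and *Stac* have no value with at least 10 counts in every library. The smallest library limits low genes, and thinning all libraries to its total left 1017 genes with an adjusted p under 0.05.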

Differences from the paper's values

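The -log10 of the adjusted p of *Eno3* is about 13 in the paper's Fig. 5B, read by eye, and was 2.12 with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2 (14.4) and the likelihood ratio test (9.28) gave values within 1.5 times of the paper's. RLE factors (2.13), no TMM factors (2.06), limma-voom (2.12), sample weights (4.05), the filter of at least 1 count (2.48), the filter of at least 10 counts (2.13), the replicate block (3.17) and the fits that each left out one library (1.15 to 2.37) did not. DESeq2 with the replicate block, chosen after seeing the values, gave 13.5.

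The paper states that its differentially expressed genes were enriched in terms for blood vessel remodeling, growth and metabolic process. Of the 840 Reactome sets tested, 0 were over-represented among the differentially expressed genes found here, and the sets that passed with the genes of DESeq2 (1) or of the replicate block (2) were few. These tests cover only the differentially expressed genes that belong to a Reactome set. The Gene Ontology terms themselves were not used here.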

Other observations

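The HIF target list, the cell type markers and the comparison of *Eno3* with *Eno1* were chosen after other results had been seen.

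Same-numbered libraries deviated together from their group means, with a mean correlation across genes of 0.503. The mean correlation was 0.504 after offsets for GC content and gene length, 0.487 after thinning to equal depth and 0.798 over the 5682 genes with a mean log2 CPM of at least 5. The offsets and thinning left it nearly unchanged. Independent sampling noise can only lower such a correlation, so its rise over genes with more reads tells nothing about the source. The pairing that exchanges numbers 1 and 3 gave 0.475, so the check mainly sets number 2 apart from the others. In a camera test of the libraries numbered 2 against those numbered 1 and 3, the Cell Cycle set was higher in the 2 libraries numbered 2, with an adjusted p of 0.0274, and Cholesterol biosynthesis was lower, with an adjusted p of 0.000115. In the same test, Glycolysis was lower in the libraries numbered 2 (adjusted p = 0.0117) and Smooth Muscle Contraction was higher (adjusted p = 0.0138). A candidate explanation, which these sets do not single out, is that these cultures differed in growth state when they were collected. No record of density or passage per library was used here to test it, and these groups of libraries are not conditions.

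Of the 4 splits of the libraries that part all same-numbered pairs, 4 gave as many over-represented Reactome sets as the real one, each 0, and 4 gave as many sets in camera, the other 3 with 4, 6 and 19 sets against 0. As the real grouping gave 0 sets, every split gives as many, so this comparison could not have set it apart. The 6 splits that part 1 pair gave between 0 and 100 sets in camera.

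The sets that were lower in camera with the replicate block concern mostly the cell cycle, and the paper reports that knockdown of *Snhg18* reduces proliferation of PASMCs. Many of these sets also differed between replicate numbers. G1 S-Specific Transcription, lower in si-*Snhg18* cells with the block (adjusted p = 0.00893), was higher in the libraries numbered 2 (adjusted p = 0.000957). For the cell cycle proteins the paper measured by Western blot, the log2 fold changes of mRNA were 0.01 for *Pcna* (adjusted p = 0.938), -0.25 for *Cdk2* (0.297) and 0.04 for *Cdkn1b*, which encodes p27 (0.867), all from edgeR's quasi-likelihood test. Over the alternatives apart from leaving out libraries, the adjusted p of *Cdk2* ranged from 0.0228 to 0.433, and those of *Pcna* and *Cdkn1b* stayed above 0.05.

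The siRNA was tested for effects on other genes through its seed. If the listed strand is the passenger, positions 2 to 8 of the guide pair with TAACCAT. The median log2 fold change of the 944 genes with this site in a 3′UTR differed by -7e-04 from that of the 11490 genes without it (permutation test, p = 0.96), and 85.2% of the 209 other 7-mers of the same base composition had a difference at or below it. With the replicate block the difference was -0.0046. The share of genes with the site was 10.1% among lower differentially expressed genes, 5.58% among higher ones and 7.58% among the rest. Of the 4 splits, 2 gave a difference as far below 0. The shares of genes with the site go in the direction of a seed effect, but they were not tested. By the median of all genes with the site, a broad seed effect of the guide was not detected. This leaves effects on single genes open.

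Explanations were also tested for the fall of *Eno3*. Of its 8 annotated transcripts, 0 hold the seed site. Reads shared with *Eno1*, which has many times the reads, would carry a change of *Eno1* into *Eno3*, and the log2 fold change of *Eno1* was -0.041. The log2 ratio of *Eno3* to *Eno1* reads fell by 1.134 (exact permutation test, p = 0.1, n = 3). The fall of *Eno3* is therefore unlikely to come from this seed site or from reads shared with *Eno1*. Only this site of the assumed guide was searched for in *Eno3*. Shorter matches and the seed site of the other strand were not, so a seed effect on *Eno3* is not excluded.

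The paper normalized qRT-PCR results to β-actin, and those of its RNA stability assays to 18S rRNA, which was not examined here. *Actb* had a log2 fold change of -0.43 here, from 2950 ± 230 to 2190 ± 448 CPM (SD, n = 3 each), lower in 3 of 3 pairs, with an adjusted p of 0.143 from edgeR's quasi-likelihood test and of 0.00732 with the replicate block. Over the alternatives apart from leaving out libraries, its adjusted p ranged from 5.56e-05 to 0.184. Relative to *Actb* in the same library, the log2 level of *Eno3* fell by 0.737 and that of *Snhg18* by 0.655 (exact permutation test, p = 0.1 for each, n = 3), less than the falls of 1.17 and 1.10 in TMM-normalized counts. *Hnrnpa2b1* rose by 0.281 relative to *Actb* (exact permutation test, p = 0.2, n = 3), while its log2 fold change in TMM-normalized counts was -0.16 (adjusted p = 0.191 from edgeR's quasi-likelihood test, 0.0926 with the replicate block, and 0.00316 to 0.492 over those alternatives).

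Other genes the paper measured had log2 fold changes of -0.19 for *Sp1* (adjusted p = 0.205), -0.20 for *Mettl3* (0.642) and 0.59 for *Hif1a* (0.362) from edgeR's quasi-likelihood test. With the replicate block, *Hif1a* was at 0.52 with an adjusted p of 0.021, and its range over the alternatives apart from leaving out libraries was 0.000205 to 0.441. The ranges of *Sp1* and *Mettl3* were 0.0188 to 0.414 and 0.0483 to 0.728. Leaving out one library moved the log2 fold change of *Hif1a* between 0.30 and 0.89, with an adjusted p between 0.0387 and 0.709. That of *Mettl3* moved between -0.47 and -0.07, and that of *Sp1* between -0.24 and -0.14.

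HIF target genes were examined since the paper concerns hypoxia. Of 24 targets, 15 were higher and 9 lower, and 2 had an adjusted p under 0.05, *Adm* (log2 fold change -0.39) and *Egln3* (0.37). With the replicate block 5 did, *Pfkfb3*, *Egln1* and *Car9* in addition (adjusted p = 0.00785, 0.0188 and 0.0267 from edgeR's quasi-likelihood test). After offsets for GC content and gene length, 18 targets were higher and 6 lower. The camera p of the list was 0.276, and 0.147 with the replicate block. A shift of the list as a whole was thus not detected, which leaves changes of single targets open. The list was compiled by hand, and targets outside it were not counted.

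*Sema5a*, which starts 148 bp from *Snhg18* on the other strand, was the only tested gene within 500 kb besides *Snhg18*. It had a log2 fold change of -0.43 (adjusted p = 0.0278 from edgeR's quasi-likelihood test, 0.00361 with the replicate block) and was lower in 3 of 3 pairs. Its adjusted p was above 0.05 in 5 of the 6 fits that left out one library, up to 0.139. *Sema5a* went from 340 ± 12.4 to 253 ± 18.1 CPM (SD, n = 3 each), while *Snhg18* had 22.7 CPM in si-NC cells. These genes do not overlap in the annotation. Both points argue against reads of *Snhg18* counted on *Sema5a* as the source of its fall. Whether the siRNA acts on this neighbor was not tested.

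The 4 contractile genes set by the rule for named genes tended to be lower. *Tagln* had a log2 fold change of -0.51 (adjusted p = 0.0427), *Cnn1* -0.48 (0.0812), *Myh11* -0.60 (0.297) and *Acta2* -0.22 (0.594) from edgeR's quasi-likelihood test. With the replicate block, the adjusted p-values of *Tagln*, *Cnn1* and *Myh11* were 0.00375, 0.0113 and 0.0207, and that of *Acta2* 0.148. Over the alternatives apart from leaving out libraries, that of *Acta2* went down to 0.00783 and that of *Tagln* up to 0.0602. With each library left out in turn, the log2 fold change of *Acta2* ranged from -0.55 to -0.07 and that of *Myh11* from -1.05 to -0.39. The adjusted p of *Myh11* then ranged from 0.0132 to 0.601. *Acta2* was lower in only 2 of 3 same-numbered pairs. All 4 had the same sign with RLE factors, library totals and DESeq2. Other smooth muscle markers did not all follow, by reads per library before normalization. *Smtn* had 2661 to 3009 reads in si-NC and 2177 to 3130 in si-*Snhg18* libraries. *Lmod1* had 558 to 697 and 285 to 968, and *Des* had 155 to 480 and 52 to 132.

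Among the markers, *Cd53*, listed for leukocytes, fell from 109 ± 12.2 to 50.7 ± 0.359 CPM (SD, n = 3 each), a log2 fold change of -1.10 (adjusted p = 0.00727 from edgeR's quasi-likelihood test). It was picked after its values were seen, and the list of markers was written because of them. *Laptm5* had at most 5 reads in a library and *Tyrobp* and *Adgre1* had 0. Other leukocyte markers had reads, from 273 to 1244 per library for *Cd14*, 73 to 216 for *Csf1r*, 44 to 89 for *Cd68* and 27 to 75 for *Lyz2*. No explanation was tested. *Col1a1*, listed for fibroblasts, had between 20684 and 60547 reads per library.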
